# Mature adipocytes lack functional Aryl Hydrocarbon Receptor – a study investigating its role in diet-induced obesity in mice

**DOI:** 10.12688/wellcomeopenres.25201.2

**Published:** 2026-06-24

**Authors:** Julia Vlachaki Walker, Benjamin Wiggins, Alice Burke, Marian Dore, Alessandro Sardini, Chris Schiering

**Keywords:** Obesity, metabolic syndrome, adipose tissue, adipocytes, adipocyte precursors, AHR

## Abstract

**Background:**

Despite rising awareness and advances in the field, the prevalence of obesity continues to increase. Current weight-loss treatments are often ineffective long-term, and some are associated with serious side effects. For this reason, alternative pathways need to be explored in order to identify novel pharmacological targets for the treatment of obesity. In this study, we aim to investigate the role of the ligand-activated transcription factor, aryl hydrocarbon receptor (AHR), in the development of obesity and metabolic syndrome.

**Methods & Results:**

Using global and adipocyte-specific *Ahr* knock-out mouse models, we show that even though global *Ahr* deletion has some protective effects from diet-induced obesity and metabolic syndrome, adipocyte-specific deletion of *Ahr* has no effect. Furthermore, using a variety of techniques to isolate mature adipocytes, such as flotation, *in-vitro* differentiation, and translating ribosome affinity purification, we show no evidence that *Ahr* is expressed in mature white adipocytes. Finally, using single-cell RNA sequencing on cells from a *Cyp1a1* fate reporter mouse line, in which eYFP can be used as a readout of AHR activation, we show that the AHR pathway is active in adipose stem and precursor cells. Using bulk RNA sequencing on adipocyte precursors stimulated with an AHR ligand *in-vitro *, we show evidence suggesting that *Ahr* may be involved in the control of adipocyte differentiation.

**Conclusions:**

Our study indicates that *Ahr* may play an important role in adipocyte precursors, particularly in the initiation of adipocyte differentiation. We suggest that further investigation into this mechanism may be important to fully elucidate AHR’s effects in obesity.

## Plain Language Summary

Despite advances in the field, obesity continues to affect millions of people’s health and quality of life. Often, weight-loss treatments are not effective long-term and some can have serious side effects. Because of this, scientists are looking for ways to further understand and treat obesity. In this study, the researchers look a protein called aryl hydrocarbon receptor (AHR) to see if it plays a role in obesity and related health problems.

The researchers in this study show that removing AHR entirely in the mouse (by genetic modification) can affect the how the mice become obese and associated metabolic problems. As fat cells are the main driving force of obesity, the researchers also remove AHR only in fat cells. However this time, the researchers show no effect on weight-gain and metabolism. They also showed that, unlike what was previously believed, AHR is not found in fat cells, even though it can be found in fat tissue.

Finally, the researchers show that within fat tissue, AHR is mostly found in cells that fat cells originate from (precursor cells), and suggest that AHR may play an important role in early fat cell development. This could be an important clue in finding new ways to treat or prevent obesity, and more research is needed to understand this process better.

**List of symbols and abbreviations**
3-MC: 3-Methylcholanthrene
AHR: aryl hydrocarbon receptor
AHRE: aryl hydrocarbon response element
APC: adipocyte precursor cell
ASPC: adipose stem and precursor cell
BAT: brown adipose tissue
ChIP: Chromatin Immunoprecipitation
CLAMS: Comprehensive Lab Animal Monitoring System
DIO: Diet-induced obesity
FACS: fluoresce-activated cell sorting
FICZ: 6-formylindolo[3,2-b]carbazole
GTT: glucose tolerance test
gWAT: perigonadal white adipose tissue
HFD: High-fat diet
I3C: Indole-3-carbinol
ITT: insulin tolerance test
iWAT: inguinal white adipose tissue
LFD: Low-fat diet

## Introduction

Despite increased awareness of its effects on health and quality of life, obesity remains a global epidemic. According to the World Health organisation, 1 in 8 people world-wide were living with obesity in 2022. Even though certain types of monogenic obesity have been identified, these make up a small proportion of obesity cases ( Loos & Yeo, 2022). Genome-wide association studies (GWAS) have also identified genetic variants, which are believed to work in conjunction with environmental factors to increase the risk of developing obesity ( Frayling *et al*., 2007; van der Klaauw & Farooqi, 2015). For this reason, we chose to focus on diet-induced obesity (DIO) in this study.

Obesity itself can have detrimental effects on a person’s quality of life. However, what makes this condition even more a concern is its association with comorbidities, such as type 2 diabetes mellitus (T2DM), cancer, and cardiovascular disease ( DeFronzo *et al*., 2015; Font-Burgada *et al*., 2016; Kivimäki *et al*., 2022). Obesity is characterised by the expansion of adipose tissue, accompanied by immune cell infiltration and inflammation, as well as ectopic lipid accumulation and lipotoxicity in peripheral organs ( Jager *et al*., 2007; Li *et al*., 2004; Rotter *et al*., 2003; Yu *et al*., 2002). These are believed to contribute to the development of insulin resistance which, in turn, results in reduced glucose uptake and hyperglycaemia, driving further insulin release, which over time can lead to the development of T2DM ( Czech, 2017; DeFronzo *et al*., 2015). Together, these symptoms of chronic low-grade inflammation, insulin resistance, raised fasting blood glucose, and elevated blood pressure are referred to as metabolic syndrome. A variety of approaches have been taken to treat obesity, however, most reported limited success and can pose other health risks. Even following successful weight loss interventions, weight re-gain is often observed ( Look, 2014; van Baak & Mariman, 2019). It is therefore crucial to continue researching new targets for the treatment of obesity and metabolic syndrome.

One receptor that has received attention as a potential therapeutic target in the treatment of obesity and metabolic syndrome is the aryl hydrocarbon receptor (AHR). AHR is a ligand-activated transcription factor originally characterised for its involvement in 2,3,7,8-Tetrachlorodibenzodioxin (TCDD) toxicity ( Mandal, 2005; Poland *et al*., 1971). The halogenated hydrocarbons initially studied, usually a byproduct of industrial processes, are associated with a plethora of pathologies, such as chloracne and wasting syndrome in factory workers exposed to these chemicals ( Poland *et al*., 1971). For this reason, AHR activation was initially believed to be detrimental to health, and a large proportion of studies focused on the deleterious effects of its activation by these xenobiotic ligands. Subsequent research has identified, naturally occurring AHR ligands derived from sources including cruciferous vegetables, tryptophan, or produced by the gut microbiota. One of the key differences between naturally occurring and xenobiotic ligands is their ability to be metabolised by the body. Naturally occurring ligands result in transient AHR activation ( Chen *et al*., 1995; Wei *et al*., 1998), whilst xenobiotic ligands remain in the body for extended periods of time due to the inability of the body to metabolise them by the same mechanism ( Bohonowych & Denison, 2007).

AHR ligands tend to be lipophilic and can accumulate within the adipose tissue ( Baker *et al*., 2013; Chevrier *et al*., 2000). Pre-clinical studies have shown that supplementing a high-fat diet (HFD) with the AHR ligand DIM or pro-ligand, indole-3-carbinol (I3C), resulted in reduced weight gain and fat pad weight, accompanied by a reduction in plasma triglycerides, glucose and FFA, and well as a reduction in plasma insulin and insulin resistance ( Choi *et al*., 2012; Yang *et al*., 2017). Paradoxically, studies on a global AHR KO mouse model have shown these mice exhibit increased glucose tolerance and insulin sensitivity compared to WT mice ( Wang *et al*., 2011) and are partly protected from developing DIO, metabolic syndrome and adipose tissue immune cell infiltration and inflammation ( Xu *et al*., 2015). Studies looking at AHR deletion in mature adipocytes in mice fed HFD have also found opposing results. One study saw increased weight gain, fat mass and adipocyte size compared to control mice ( Baker *et al*., 2015), while another observed reduced weight gain and smaller adipocyte size, improved glucose clearance and insulin sensitivity and reduced plasma insulin compared to littermate controls ( Huang *et al*., 2022). Together these studies suggest AHR may play a role in the development of DIO and metabolic syndrome, potentially through actions in mature adipocytes, however the mechanisms involved and whether AHR activation is beneficial or detrimental is unclear.

Our study aims to carefully dissect the role of AHR in adipose tissue in relation to obesity and metabolism.

## Methods

### Mice

Mice were bred and maintained in the Imperial College Central Biological Services Unit at the Hammersmith Hospital Campus, in specific pathogen-free conditions (SPF), on a 12-hour light cycle, at ~21 °C and provided with food and water *ad libitum.* Cages were supplemented with nesting material, gnawing sticks, and, unless otherwise specified, fed normal chow diet. Diets were purchased from Research Diets Inc. Low-fat diet (LFD; 10% fat; D12450J) and high-fat diet (HFD; 60% fat; D12492) were purchased, as a purified diet, or purified diet supplemented with 1,000 mg/kg I3C.

Where possible, diet studies were started at 6 weeks of age, and no later than 10, as indicated in the figure legends. Where possible, littermates were used as the control group and treatment groups were split evenly within cages. Where experimental groups were not based on genotype, mice were randomly allocated to experimental groups by the experimenter in an unbiased approach. Where experimental groups were determined by genotype, mice of similar ages were selected from each group if possible. Where possible, both males and females were used for *in vivo* experiments, however, due to lack of availability of mice, only males were used in some studies. The number of mice used for each experiment was limited by the availability of mice of the correct age and genotype. This means that experiments are underpowered to detect subtle effects, and therefore, if genotype would have had small effects on the measurements taken, these effects may have gone undetected. No formal criteria were established a priori for the inclusion or exclusion of animals or data points in this study. One mouse was excluded from these studies due to the development of hydrocephaly. All other animals that underwent experimental procedures were included in the analysis. Experimenters were not blinded, however all measures were quantitative and therefore unlikely to be affected by experimenter bias.

For studies on global AHR deletion, the Bradfield AHR KO mouse was used ( Schmidt *et al*., 1996). For the study of Adipocyte-specific AHR deletion, *AdipoqCre* mice ( Eguchi *et al*., 2011) (Jackson Laboratory 010803) crossed to *AHR ^fl/fl^* were used. The same *AdipoqCre* line was also crossed to *NuTRAP* mice ( Roh *et al*., 2017) to generate mice with GFP expression targeted to adipocyte ribosomes. Finally, *Cyp1a1Cre* mice ( Henderson *et al*., 2015) were crossed to R26 ^LSL-eYFP^ mice ( Srinivas *et al*., 2001) to create a Cyp1a1 reporter line.

Mice were euthanised by cervical dislocation, followed by cessation of circulation to confirm death. All researchers were trained in animal handling and assessed regularly by Biological Services technical staff to ensure competence for all procedures used. Approval for this work was obtained from the local ethics committee (AWERB), Imperial College London (PPL: PCADA4D83). All procedures were carried out in accordance with UK Home Office regulations and Animal Scientific Procedure Act 1986.

### Enzymatic digestion of mouse adipose tissue

Adipose tissue was collected in PBS with 0.5% BSA (fatty-acid-free; Sigma A3803-100G) and kept on ice until ready to process. Tissue was minced using scalpels and digested in DMEM (Thermo Fisher, 41965039) containing 2% BSA, 12.5 mM HEPES, 0.2 mg/ml liberase TL (Sigma, 5401020001) and 1/100 DNase (Sigma, 10104159001) for 30 min at 37 °C with constant agitation at 180 rpm. The digestion was stopped by adding one volume DMEM, and the sample centrifuged at 250×g for 10 min to separate the stromovascular (SVF) and adipocyte fractions.

For mRNA analysis, both fractions were collected into separate tubes and washed once with PBS. RNA was extracted using the TRIzol™ Plus RNA Purification Kit (Life Technologies, 12183555) and cDNA prepared and real time qPCR (RT-qPCR) performed as described below.

### Flow cytometry & cell sorting of mouse adipose tissue cells

For flow cytometry, adipose tissue was digested and the SVF collected as above. Cells were strained through a 100 μm cell strainer, centrifuged at 300×g for 3 min to pellet and red blood cells lysed by resuspending in ACK lysis buffer (0.15 M NH _4_Cl, 1 mM KHCO _3_, 0.1 mM Na _2_EDTA, pH 7.4) for 2 min. DMEM was added to stop the lysis, cells strained through a 40 μm cell strainer and centrifuged at 300×g for 3 min to pellet. Cells were resuspended in DMEM and counted and an appropriate number of cells aliquoted per condition and panel. Cells were washed in FACS buffer (3% FBS, 2 mM EDTA) and pelleted at 300xg for 3 min. Fc receptor blockade was carried out using TruStain Fc Block (1:500; Biolegend, 101320) for 15 min on ice. For flow cytometry experiments, cells were incubated in Zombie near infra-red (ZNIR; 1:1000; Biolegend, 423105) on ice for 10 min. Cells were incubated in antibody mix for 20 min on ice (CD45 PerCP-Cy5.5, 1:200, Biolegend 103132; CD31 AF647, 1:200, Biolegend 102516; Pdgfrα BV605, 1:100, Biolegend 135916). Cells were washed and resuspended in FACS buffer for analysis on the BD LSR II analyser (FACSDiva software, BD). Analysis was performed on FlowJo (FlowJo_v10.8.1, FLOWJO LLC).

For cell sorting ZNIR was omitted. After staining cells were passed through a 40 μm cell strainer and resuspended in FACS buffer containing 10 ng/ml DAPI (Sigma, D9542-1MG). BD FACS Aria III or BD FACS Aria Fusion, running FACSDiva software (BD) was used. For RNA analysis, a 85 μm nozzle was used and sorted cells were collected in RLT lysis buffer from the RNeasy ^®^ Plus Micro kit (Qiagen, 74034) supplemented with 1% β-Mercaptoethanol (Sigma, M3148-100ML) and immediately snap-frozen. For in vitro cell culture, a 100 μm nozzle was used and sorted cells were collected in 100% FBS. Cells were then centrifuged at 300 × g for 5 min and re-suspended in ITS medium ( Table 1) for counting and plating. Media was replaced every 2 days and cells used once confluent without passaging.

**Table 1.** ITS medium.

Component	Supplier	Catalogue No.	Concentration
DMEM, low glucose	SLS	10–014-CV	60%
MCDB 201	Sigma	M6770	40%
FBS	Sigma	F7524-500ML	2%
Insulin-transferrin-Selenium (ITS)	Life Tech	41400–045	0.02%
L-ascorbic acid-2-2-phosphate	Sigma	A8960-5G	0.1 mM
Fibroblast growth factor (FGF) basic	Bio-Techne	3139-FB	10 ng/ml
Pen/Strep	Sigma	P4333-100ML	0.5%
Gentamicin	Sigma	G1264-50MG	0.2%

### Cytokine array

To measure changes in cytokine release from cultured adipocyte precursors, conditioned media was collected from the treated cells, centrifuged at 300 x g for 5 min to remove any debris, the supernatant collected to a fresh tube, and snap-frozen until ready to process. The Mouse XL Cytokine Array Kit (R&D, ARY028) was used as per the manufacturer’s instructions, pooling the conditioned media from 6 repeats for each treatment condition.

### Real time qPCR

For analysis of sorted cells, RNA extraction was performed using the RNeasy ^®^ Plus Micro kit.

For analysis of snap frozen adipose tissue, one lobe per mouse was homogenized in 1 ml Trizol using a Precellys homogenizer. For analysis of cultured cells, media was aspirated, and cells washed once with PBS. 500 ml Trizol was then added and cells homogenized by pipetting. RNA was extracted using the TRIzol™ Plus RNA Purification Kit. cDNA was prepared using the Applied Biosystems™ High-Capacity cDNA Reverse Transcription Kit, followed by quantitative real-time PCR using SYBR green (Fisher Scientific, A25742). Transcription levels were normalized to *B2m* expression and where ΔΔCt is shown, values were normalized to control. For primers, see Table 2.

**Table 2.** Mouse RT-qPCR primers.

Target	Forward 5′-3′	Reverse 5′-3′
*Adipoq*	GCACTGGCAAGTTCTACTGCAA	GTAGGTGAAGAGAACGGCCTTGT
*Ahr*	GCCCTTCCCGCAAGATGTTAT	TCAGCAGGGGTGGACTTTAAT
*B2m*	TTCTGGTGCTTGTCTCACTGA	CAGTATGTTCGGCTTCCCATTC
*Cyp1a1*	CAATGAGTTTGGGGAGGTTACTG	CCCTTCTCAAATGTCCTGTAGTG
*Emr1*	CTTTGGCTATGGGCTTCCAGTC	GCAAGGAGGACAGAGTTTATCGTG
*Fabp4*	AAGGTGAAGAGCATCATAACCCT	TCACGCCTTTCATAACACATTCC

### Nuclei Isolation & Chromatin Immunoprecipitation (ChIP)

Both lobes of BAT or WAT per mouse were partly-thawed on ice, and immediately chopped using scalpels. The tissue was homogenized in nuclear preparation buffer ( Table 3) using a Dounce homogenizer and filtered through a 100 μm strainer. Nuclei were fixed using 1% formaldehyde for 4 minutes and quenched using glycine. Samples were washed twice in 1% NP-40 and resuspended in nuclear lysis buffer ( Table 3) and counted. 2 × 10 ^6^ nuclei/ml sonicated for 4 cycles (30s on, 30s off ) in 150 μl aliquots using the Bioruptor Pico (Diagenode). Chromatin samples were diluted 1:1 in 2× RIPA buffer ( Table 3) and precleared by incubating with protein A/G dynabeads (1:1 mix of A & G dynabeads; Thermo Fisher, 10004D, 10002D) for 1 hr. Input sample was taken at this stage, following preclearing. Precleared samples were incubated with 10 μg/ml anti-AHR (Enzo BML-SA210–0100) antibody or the equivalent volume of water overnight (unbound control). Chromatin-antibody complexes or unbound controls were then incubated with A/G dynabeads for 3 hours. Beads were washed twice with each of: low-salt RIPA buffer, high-salt RIPA buffer, LiCl buffer and TE buffer, and eluted using elution buffer ( Table 3). Samples were de-crosslinked overnight and purified using the QIAquick PCR Purification Kit (Qiagen, 28106). AHR recruitment was assessed by running a quantitative real-time PCR using primers for the aryl hydrocarbon response element (AHRE) region on the *Cyp1a1* gene, and a negative control region (−0.8 kb and − 3.6 kb from the AHRE respectively). Primers used for ChIP-qPCR: *Cyp1a1*–0.8 kb 5′-3′ AAGCATCACCCTTTGTAGCC 3′-5′ CAGGCAACACAGAGAAGTCG, *Cyp1a1*–3.6 kb 5′-3′ GCTCTTTCTCTGCCAGGTTG3′-5′ GGCTAAGGGTCACAATGGAA.

**Table 3.** Nuclei isolation & ChIP buffers.

Buffer	Component	Supplier	Catalogue No.	Concentration
Nuclear preparation buffer	HEPES, pH 7.5	Sigma	H0887-100ML	10 mM
	KCl	Sigma	P5405-250G	10 mM
	MgCl _2_	Sigma	63069-100ML	1.5 mM
	NP-40 (Igepal)	Sigma	I8896-100ML	0.1%
	Sucrose	Sigma	84097-250G	250 mM
	Dithiothreitol (DTT)	Sigma	D0632-10G	0.2 mM
	Phenylmethylsulfonyl fluoride (PMSF)	Sigma	10837091001	1 mM
Nuclear lysis buffer	Tris, pH 8	Life Tech	AM9856	10 mM
	EDTA	Thermo Fisher	AM9260G	1 mM
	Sodium Dodecyl Sulfate (SDS)	Fisher Scientific	10607633	0.25%
	Triton-X	Sigma	T8787-100ML	1%
	Protease inhibitor	Sigma	P8340-5ML	1×
2× RIPA buffer	Triton-X	Sigma	T8787-100ML	1.1%
	Sodium deoxycholate (DOC)	Sigma	D6750-100G	0.2%
	NaCl	Sigma	S5886-500G	280 mM
	Protease inhibitor	Sigma	P8340-5ML	1×
Low-salt RIPA buffer	SDS	Fisher Scientific	10607633	0.1%
	Triton-X	Sigma	T8787-100ML	1%
	EDTA	Thermo Fisher	AM9260G	1 mM
	Tris-HCl pH 8.1	Life Tech	AM9856	20 mM
	NaCl	Sigma	S5886-500G	140 mM
	DOC	Sigma	D6750-100G	0.1%
High-salt RIPA buffer	SDS	Fisher Scientific	10607633	0.1%
	Triton-X	Sigma	T8787-100ML	1%
	EDTA	Thermo Fisher	AM9260G	1 mM
	Tris-HCl, pH 8.1	Life Tech	AM9856	20 mM
	NaCl	Sigma	S5886-500G	500 mM
	DOC	Sigma	D6750-100G	0.1%
LiCl buffer	LiCl	Sigma	62476-100G-F	250 mM
	NP-40	Sigma	I8896-100ML	0.5%
	DOC	Sigma	D6750-100G	0.5%
	EDTA	Thermo Fisher	AM9260G	1 mM
	Tris-HCl, pH 8.1	Life Tech	AM9856	10 mM
TE buffer	NaHCO3	Sigma	S6297	100 mM
	SDS	Fisher Scientific	10607633	1%

### Translating Ribosome Affinity Purification (TRAP)

BAT or WAT of *Adipoq-Cre NuTRAP* mice was partly thawed on ice and immediately roughly minced using scalpels. The tissue was homogenised in IP buffer ( Table 4) using a Dounce homogeniser. The sample was transferred to an eppendorf and further homogenised by vortexing three times. The sample was centrifuged to remove debris and excess fat and adipocyte ribosomes bound to an anti-GFP antibody (Abcam, ab290). The ribosome-antibody complex was subsequently bound to protein G dynabeads. Following five washes in high-salt buffer ( Table 4), the ribosomes were lysed from the beads and the RNA extracted using the PureLink™ RNA Mini Kit (Thermo Fisher, 12183018A). cDNA was prepared, and RT-qPCR performed as described above.

**Table 4.** TRAP buffers.

Buffer	Component	Supplier	Catalogue No.	Concentration
IP buffer	Tris, pH 7.5	Life Tech	15504020	50 mM
	MgCl _2_	Sigma	63069-100ML	12 mM
	KCl	Sigma	P5405-250G	100 mM
	NP-40	Sigma	I8896-100ML	1%
	Cycloheximide	Sigma	C7698-1G	100 μg/ml
	Heparin	Fisher Scientific	BP2524–100	1 mg/ml
	DTT	Sigma	D0632-10G	2 mM
	RNAsin	Promega	N2515	0.2 U/μl
	Protease inhibitor	Sigma	P8340-5ML	1×
High Salt Wash Buffer	Tris, pH 7.5	Life Tech	15504020	50 mM
	MgCl _2_	Sigma	63069-100ML	12 mM
	KCl	Sigma	P5405-250G	300 mM
	NP-40	Sigma	I8896-100ML	1%
	Cycloheximide	Sigma	C7698-1G	100 μg/ml
	DTT	Sigma	D0632-10G	2 mM

### Single-cell RNA sequencing

For single-cell RNA sequencing, adipose tissue was digested, and cells sorted from SVF as above using the 100 μm nozzle and cells collected in 10% FBS. Libraries were prepared using the 10x Single Cell 3′ v3 kit according to manufacturer specifications. CellRanger v4.0.0 was used to map the FASTQ filed to the mouse genome and Seurat 4.1.0 was used for scRNAseq analysis. Cells with a minimum of 100 features (unique genes), less than 12.5% mitochondrial genes, and a range of 500 to 40000 molecules detected were used, excluding any cells not meeting these criteria. Following doublet exclusion, the data was integrated and visualised using UMAP. Clusters were identified based on known markers.

### Bulk RNA sequencing

For bulk RNA sequencing, cultured cells were washed once with PBS, lysed using Trizol and snap-frozen on dry ice. RNA was extracted from the lysates using the TRIzol™ Plus RNA Purification Kit. STAR 2.7.7 was used and reads aligned against UCSC mm10. Count data was fed into deseq2 for differential expression.

### Glucose and Insulin tolerance tests

For glucose tolerance tests, mice were fasted overnight, followed by an intraperitoneal (i.p.) glucose injection at t = 0 (1 or 2 g/kg for mice on LFD or HFD respectively). Basal glucose was measured using a hand-held glucometer (Contour next one) via the tail vein prior to the injection, and 15, 30, 45, 60 and 120 minutes following glucose administration. For insulin tolerance tests, mice were fasted for 5 hours in the morning followed by an i.p. injection of insulin (Actrapid) at t = 0 (0.5 or 0.75 U/kg for mice on LFD or HFD respectively). Blood measurements were taken as above.

### Body composition measurements

Fat and lean mass of live mice were measured using the echoMRI-100H (EchoMRI).

### Indirect calorimetry

Indirect calorimetry measurements were made using the Oxymax-Comprehensive Lab Animal Monitoring System (CLAMS; Columbus Instruments). Mice were single-housed for two days to acclimatise prior to placing them in the CLAMS cages. Mice were provided with diet and water *ad libitum.* Data was extracted and analysed using the CalR web-based Analysis Tool ( Mina *et al*., 2018), excluding the first 24 hr and up to the start of the second night cycle (~29 hr) to allow for acclimatisation of the mice. The respiratory exchange ratio (RER) is calculated as ratio between carbon dioxide production (VCO _2_) and oxygen consumption (VO _2_). Energy expenditure (EE) is calculated as follows: *EE* = *VO*_2_ × *CV*, where *CV* = 3.815 + 1.232 × *RER.* Due to the consistency of the diets used, the mice were able to pull large amounts of food out of the hoppers, resulting in unreliable measures of food consumption and locomotor activity and therefor these results will not be discussed.

### Statistical analysis

Analysis was carried out using GraphPad Prism (GraphPad 9, Dotmatics) unless otherwise specified. Each symbol in scatter dot plots, represents an individual mouse or well depending on the experiment. Bar heights represent means and error bars represent standard deviation (SD). Results where p ≤ 0.05 are considered significant.

## Results

### AHR ligands cause rapid recruitment of AHR to the *Cyp1a1* promoter and AHR pathway activation in mouse adipose tissue *in vivo*

First, we aimed to confirm successful AHR ligand delivery to the adipose tissue *in vivo*, through activation of the AHR pathway. Intraperitoneal injection of the AHR ligand 6-formylindolo[3,2-b] carbazole (FICZ), significantly increased the expression of *Cyp1a1*, a direct downstream target of AHR, in mouse brown adipose tissue (BAT) two and four hours after injection, and in perigonadal white adipose tissue (gWAT) four hours after injection ( Figure 1A & B). ChIP-qPCR further demonstrated AHR binding to the *Cyp1a1* promoter region (−0.8 kb from the AHRE) in mouse BAT and gWAT within an hour of intraperitoneal injection of the AHR ligand 3-MC ( Figure 1C & D). AHR remained bound to the *Cyp1a1* promoter for at least 4 hours, which was the longest time point measured in this experiment.

**Figure 1.**
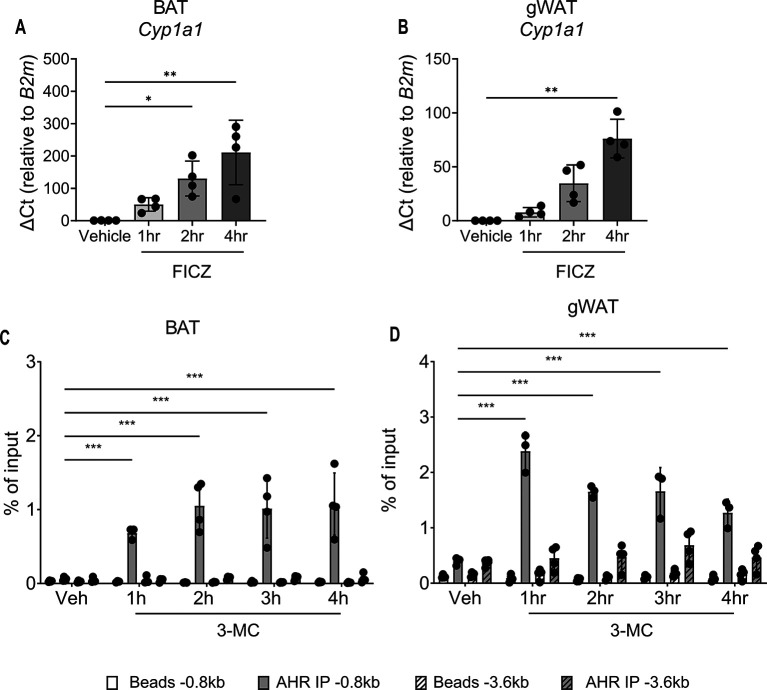
Injected AHR ligands lead to AHR recruitment to the *Cyp1a1* promoter and increased *Cyp1a1* mRNA expression in adipose tissue in mice. A–B: *Cyp1a1* mRNA expression in brown adipose tissue (BAT; A) and perigonadal white adipose tissue (gWAT; B) following i.p. injection of vehicle (10% DMSO in corn oil; 4 hours) or 10 mg/kg of the AHR ligand, FICZ, 1, 2 or 4 hours before tissue collection, measured by RT-qPCR. C–D: ChIP fold enrichment of DNA fragments found at the AHRE region of *Cyp1a1* (−0.8 kb) or a negative control region (−3.6 kb) in BAT (C) or gWAT (D) from mice treated with vehicle (corn oil; 4 hours) or 26.5 mg/kg of the AHR ligand, 3-MC, i.p. 1–4 hours before tissue collection, immunoprecipitated using an AHR antibody (AHR IP). Samples were also incubated with beads in the absence of an antibody as another negative control (Beads). Values are expressed as a % of input. A–B: Data is normalised to B2m expression; Kruskal-Wallis test with Dunn’s multiple comparisons test (n = 4). C–D: Two-way ANOVA with Dunnett’s multiple comparisons test (n = 3–4). A–D: Each symbol represents an individual mouse; bar heights represent means; error bars represent SD; * *P* ≤ 0.05, ** *P* ≤ 0.01, *** *P* ≤ 0.001.

### Global AHR KO female mice are protected from diet-induced obesity and the development of metabolic syndrome

Previous studies on a global AHR KO mouse model, have shown that AHR KO mice are protected from DIO and the development of the associated metabolic syndrome ( Wang *et al*., 2011; Xu *et al*., 2015). In agreement, we show that female AHR KO mice gained significantly less weight on a high-fat diet (HFD) than WT mice (Supplemental Figure 1A). This protective phenotype was not observed in male mice (Supplemental Figure 1B). Female AHR KO mice also had a significantly lower fat mass compared to WT mice following 12 weeks on a HFD (Supplemental Figure 1E). There was no significant difference in fat mass in the male AHR KO mice compared to WT (Supplemental Figure 1F). Female AHR KO mice also had improved insulin sensitivity and reduced fasting glucose compared to WT mice following HFD (Supplemental Figure 2B–C). Male AHR KO mice had reduced fasting blood glucose compared to WT mice following a HFD, however, no significant difference in insulin sensitivity was observed (Supplemental Figure 2E–F). No difference in glucose clearance was observed in either male or female AHR KO mice (Supplemental Figure 2A & D). Together this indicates that AHR KO mice may be protected from DIO and metabolic syndrome, in agreement with previous studies.

### Adipocyte-specific AHR deficient mice are not protected from diet-induced obesity or the development of metabolic syndrome

Studies have suggested that *Ahr* is expressed in mature adipocytes and that *Ahr* expression in these cells may play a role in DIO and the development of metabolic syndrome ( Baker *et al*., 2015; Haque *et al*., 2023; Huang *et al*., 2022). To test this, we used male *AdipoqCre x AHR ^fl/fl^* mice, in which AHR is deleted in mature adipocytes. The mice were put on a purified low-fat or high-fat diet (LFD, HFD) and weight, body composition and metabolic parameters were measured. As expected, mice placed on a HFD gained weight to a greater degree and had larger gWAT depots and overall increased fat mass when compared to mice placed on a LFD. No effect of genotype was observed in any of those parameters ( Figure 2A–E).

**Figure 2.**
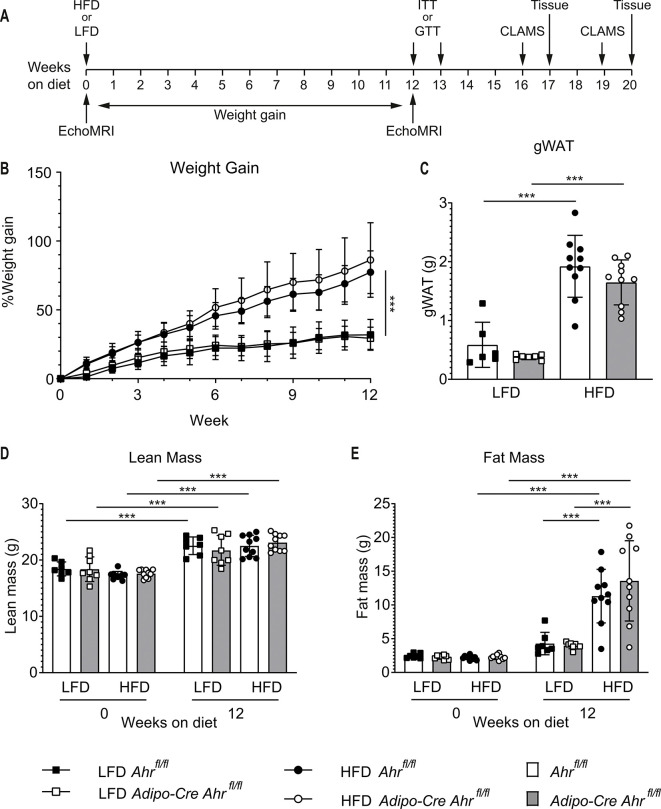
Adipocyte AHR has no effect on diet-induced obesity in the absence of AHR ligands. A: Schematic representation of experimental plan. Briefly, male mice were placed on a purified high-fat diet (HFD) or low-fat diet (LFD) at the age of 6–7 weeks and weight was measured weekly for 12 weeks. Body composition was measured by EchoMRI at weeks 0 and 12, and an insulin tolerance test (ITT) and glucose tolerance test (GTT) conducted at weeks 12 and 13. Mice were placed in a Comprehensive Lab Animal Monitoring System (CLAMS) at week 16 or 19 for a week before sacrificing for tissue collection. B: Weight-gain of *Adipoq-Cre Ahr ^fl/fl^* male mice and Cre- littermate controls ( *Ahr ^fl/fl^*) fed a HFD or LFD over a period of 12 weeks. C: gWAT weight of the aforementioned mice at the time of tissue collection. Lean mass (D) and fat mass (E) of the *Adipoq-Cre Ahr ^fl/fl^* and *Ahr ^fl/fl^* mice at week 0 and 12. B: Three-way ANOVA (Time ***; Diet ***; Time × Diet ***). C: Two-way ANOVA with Šidák’s multiple comparisons test. D–E: Three-way ANOVA with Turkey’s multiple comparisons test. C–E: Each symbol represents an individual mouse. Error bars show SD; HFD n = 10, LFD n = 6–8. The HFD study was repeated twice with comparable results. One repeat is shown in this figure.

There were no differences in glucose tolerance or insulin sensitivity ( Figure 3A–H) and no differences in O _2_ consumption, CO _2_ production or respiratory exchange ratio (RER) between genotypes in the LFD or HFD mice ( Figure 4A–F). This experiment was repeated twice with comparable results. As this experiment used purified diets which do not contain significant amounts of AHR ligands, the experiment was repeated using HFD supplemented with the AHR pro-ligand, I3C, in both male and female mice however no significant differences in weight-gain, body composition, glucose tolerance, insulin sensitivity, fasting glucose, O _2_ consumption, CO _2_ production or RER were observed (Supplemental Figures 3–5).

**Figure 3.**
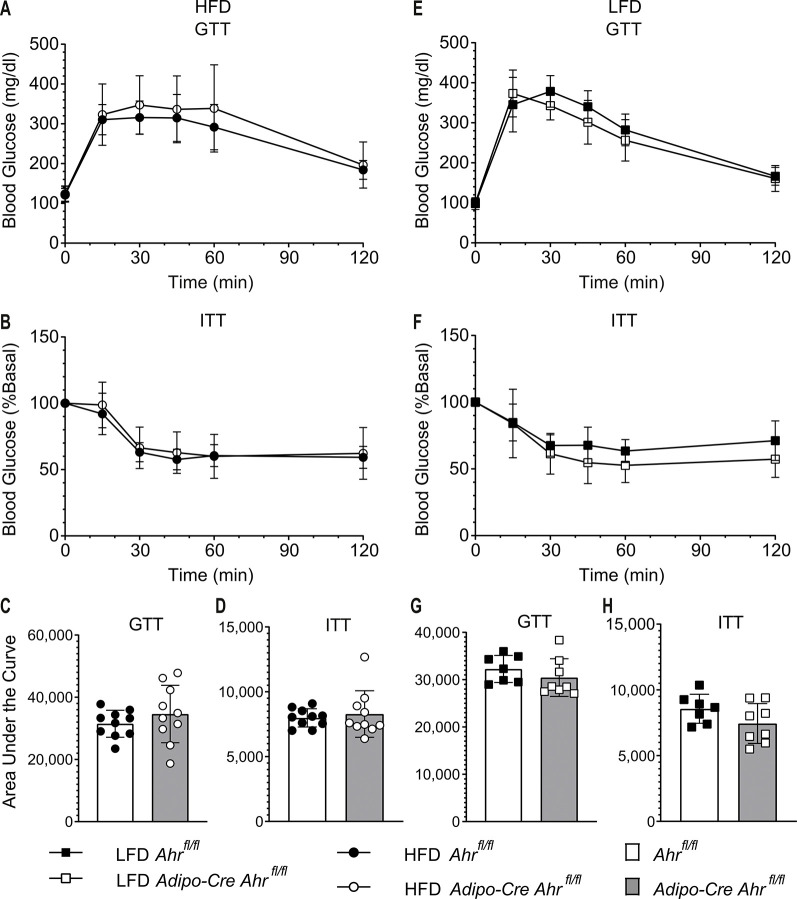
Adipocyte AHR has no effect on the development of metabolic syndrome in the absence of AHR ligands. Glucose tolerance test (GTT) in *Adipoq-Cre Ahr ^fl/fl^* and *Ahr ^fl/fl^* male mice following 12–13 weeks on HFD (A, C; 1 g/kg glucose i.p.) or LFD (E, G; 2 g/kg glucose i.p.), presented as blood glucose measurements at each timepoint (A, E) and area under the curve (C, G). Insulin tolerance test (ITT) in *Adipoq-Cre Ahr ^fl/fl^* and *Ahr ^fl/fl^* mice following 12–13 weeks on HFD (B, D; 0.75 U/kg insulin i.p.) or LFD (F, H; 0.5 U/kg insulin i.p.), presented as % change of blood glucose from basal (t = 0) for each timepoint (B, F) and area under the curve (D–H). A-B, E-F: Two-way ANOVA with Šidák’s multiple comparisons test. C–D, G–H: Mann-Whitney test; Each symbol represents an individual mouse. Error bars show SD; HFD n = 10, LFD n = 6–8. The HFD study was repeated twice with comparable results. One repeat is shown in this figure.

**Figure 4.**
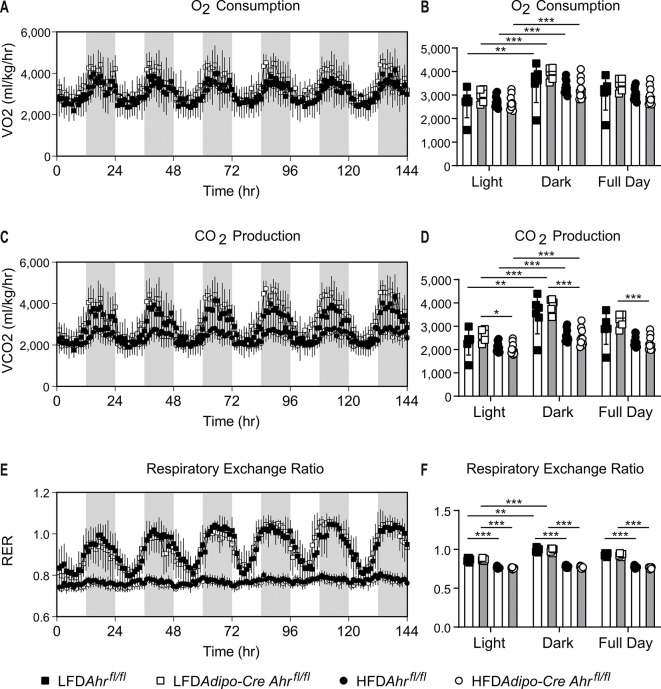
Adipocyte AHR has no effect on whole body metabolism in the absence of AHR ligands. Oxygen consumption (A-B), carbon dioxide production (C–D) and respiratory exchange ratio (E–F) of *Adipoq-Cre Ahr ^fl/fl^* and *Ahr ^fl/fl^* male mice represented as rate for each timepoint (A, C, E) or average rate during the light, or dark cycle, or the whole day (B, D, F), following 13 weeks on HFD. A, C, E: White sections represent light and grey sections, dark cycles. B, D, F: Three-way ANOVA with Turkey’s multiple comparisons test; Error bars show SD; n = 10. The HFD study was repeated twice with comparable results. One repeat is shown in this figure.

### *Ahr* and *Cyp1a1* expression are undetectable in mature adipocytes

To further examine *Ahr* expression and activation in mature adipocytes, different techniques were assessed for their ability to isolate mature adipocytes. First, the flotation method was used, which is commonly used to separate adipose tissue into an adipocyte (AD) and a stromovascular fraction (SVF) for downstream analysis. Using qPCR, we show that the AD fraction of both gWAT and inguinal white adipose tissue (iWAT) has a high expression of the mature adipocyte marker, *Adipoq*, which is not present in the SVF ( Figure 5A). *Ahr* expression was higher in the SVF of both tissues, however it was also detectable in the AD fraction ( Figure 5B). Finally, we show that the macrophage marker, *Emr1*, is expressed in both the AD and SVF in gWAT and the SVF of iWAT, and is also low but detectable in the AD fraction of iWAT ( Figure 5C). This demonstrates that the flotation method does not eliminate immune cells from the adipocyte fraction as evidenced by significant macrophage contamination in the AD fraction, especially in gWAT.

**Figure 5.**
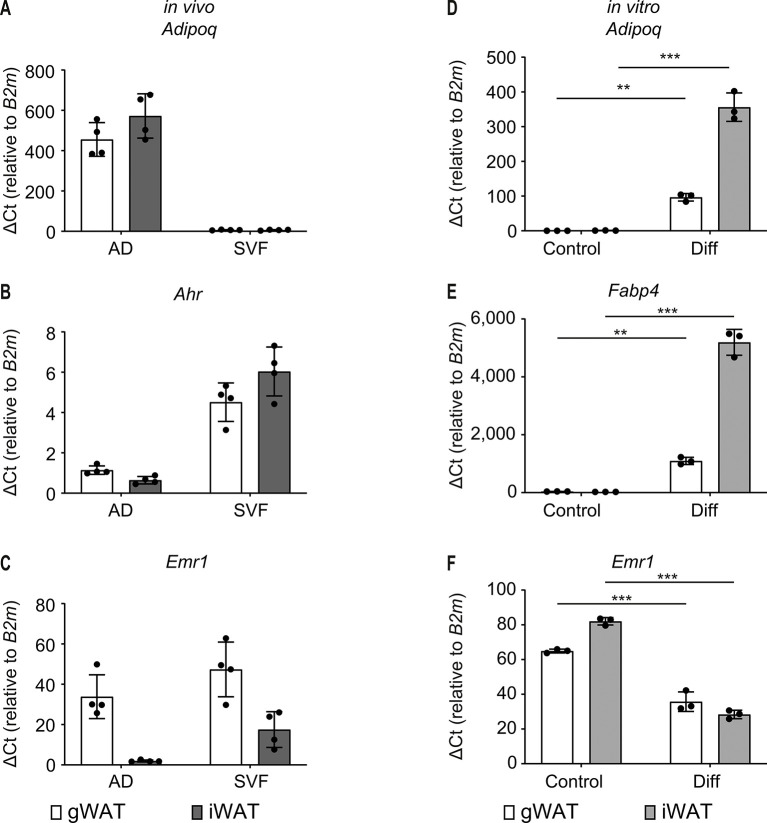
Isolation of adipocytes using the flotation method is not sufficient to remove macrophage contamination. *Adipoq* (A), *Ahr* (B) and *Emr1* (C) mRNA expression in the adipocyte (AD) and SVF fraction separated using the flotation method from gWAT and iWAT of WT male mice. *Adipoq* (D), *Fabp4* (E) and *Emr1* (F) mRNA expression in SVF progenitor cells isolated from mouse gWAT or iWAT, maintained in normal media (control) or differentiated into mature adipocytes (Diff ), measured by RT-qPCR. Data is normalised to B2m expression; Two-way ANOVA with Šidák’s multiple comparisons test; each symbol represents an individual mouse; bar heights represent means; error bars represent SD; A-C: n = 4, D-F: n = 3; **p ≤ 0.01, ***p ≤ 0.001.

Another method for studying mature adipocytes is by differentiating adipocyte progenitors from the SVF cells *in-vitro.* SVF cells isolated using the flotation method from both gWAT and iWAT were successfully differentiated into mature adipocytes in culture, marked by their significant upregulation of *Adipoq* and *Fabp4* ( Figure 5D–E). Despite culture conditions being designed to promote the culture and differentiation of adipocytes, *Emr1* was also highly expressed in both the cells that were kept in maintenance medium and those that underwent the differentiation protocol ( Figure 5F).

To more accurately study mature adipocyte gene expression, the *Adipoq-Cre NuTRAP* mouse model was used, in which eGFP is specifically expressed in the ribosomes of mature adipocytes ( Figure 6A). The TRAP method was used to capture mature adipocyte ribosomes, using an anti-GFP antibody, and RT-qPCR used on the input and anti-GFP captured sample to quantify the expression of genes actively translated by mature adipocytes ( Figure 6B). The anti-eGFP-captured mature adipocyte ribosomes showed a high expression of the adipocyte marker, *Adipoq*, and no detectable *Emr1* expression in any of the tissues tested (Supplemental Figure 6A–B). Using this method, we show that, while *Cyp1a1* expression increases in the input sample from adipose tissue of mice injected with the AHR ligand, 3-MC, or fed diet containing the AHR pro-ligand I3C, *Cyp1a1* was not detectable in adipocyte ribosomes of these mice ( Figure 6C, Supplemental Figure 6C). Similarly, while *Ahr* expression is detected in the input sample of these mice, it is not detectable in mature adipocyte ribosomes from gWAT and iWAT tissue ( Figure 6D, Supplemental Figure 6D). Some *Ahr* expression was observed in adipocyte ribosomes from BAT, however *Cyp1a1* expression was barely detectable and did not increase in mice treated with 3-MC or fed I3C ( Figure 6C–D, Supplemental Figure 6C–D). This data suggests that *Ahr* is not expressed in mature white adipocytes and its pathway is not active in mature adipocytes in BAT or WAT.

**Figure 6.**
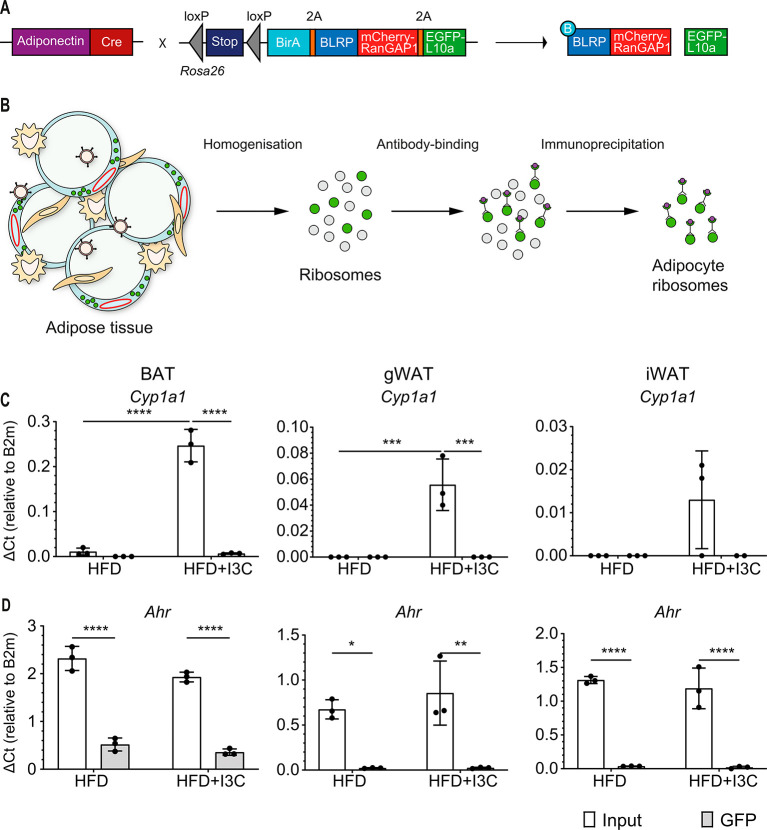
*Ahr* and *Cyp1a1* expression were undetectable in adipocyte ribosomes from mice exposed to AHR ligands. A: Schematic representation of the *Adipoq-Cre NuTRAP* mouse. Briefly, this cross results in Cre recombinase cleaving the loxP sites, removing the stop cassette and allowing the expression of the self-cleaving 2A peptides, followed by the biotinylation of BLRP by BirA. This results in EGFP fused to the L10a 60S ribosomal subunit, and mCherry fused to the RanGAP1 nuclear envelope with a biotin tag, expressed exclusively in adipocytes. B: Schematic of the TRAP method. Briefly, Homogenised adipose tissue is incubated with anti-GFP antibody-bound dynabeads, which allows for the capture of adipocyte nuclei for downstream analysis. C: *Cyp1a1* and *Ahr* (D) RNA expression in adipocyte ribosomes (GFP) and total RNA (input) in BAT, gWAT or iWAT of female *Adipoq-Cre NuTRAP* mice fed a purified HFD or HFD supplemented with 1,000 mg/kg I3C for 18 weeks, measured by RT-qPCR (n = 3). Two-way ANOVA with Turkey’s multiple comparisons test; Each symbol represents an individual mouse; Error bars show SD.

### Adipose stem and precursor cells make up the majority of Ahr-responsive cells in mouse adipose tissue

To further investigate in what cell types in gWAT the AHR pathway is active in, we used *Cyp1a1* fate reporter mice to isolate AHR-responsive (eYFP+) cells from the gWAT SVF of lean and obese mice using Fluorescence-Activated Cell Sorting (FACS; Figure 7A). We then performed single-cell RNA sequencing on these cells to identify AHR-responsive cell types and their transcriptional networks used. We identified three broad cell types that respond to AHR pathway activation with an increase in *Cyp1a1* expression in mouse gWAT: adipose stem and precursor cells (ASPC; clusters 0, 4, 5 and 6), immune cells (clusters 1, 2, 7, 8, 9 and 10) and endothelial cells (cluster 3), defined by their expression of *Pdgfra*, *Ptprc* and *Pecam1* respectively (Supplemental Figure 7A–C). Immune cells identified included B cells, plasma cells, T cells, dendritic cells, macrophages and monocytes. The ASPC clusters included a mesothelial cell cluster, and three adipocyte precursor cell (APC) clusters, including an APC cluster characterized by its expression of proliferation markers such as *Mki67* and a cluster characterized by early differentiation commitment genes, such as *Lpl*, *Cebpd* and *Dpep1* ( Gupta *et al*., 2012; Ntambi & Young-Cheul, 2000) ( Figure 7B–D).

**Figure 7.**
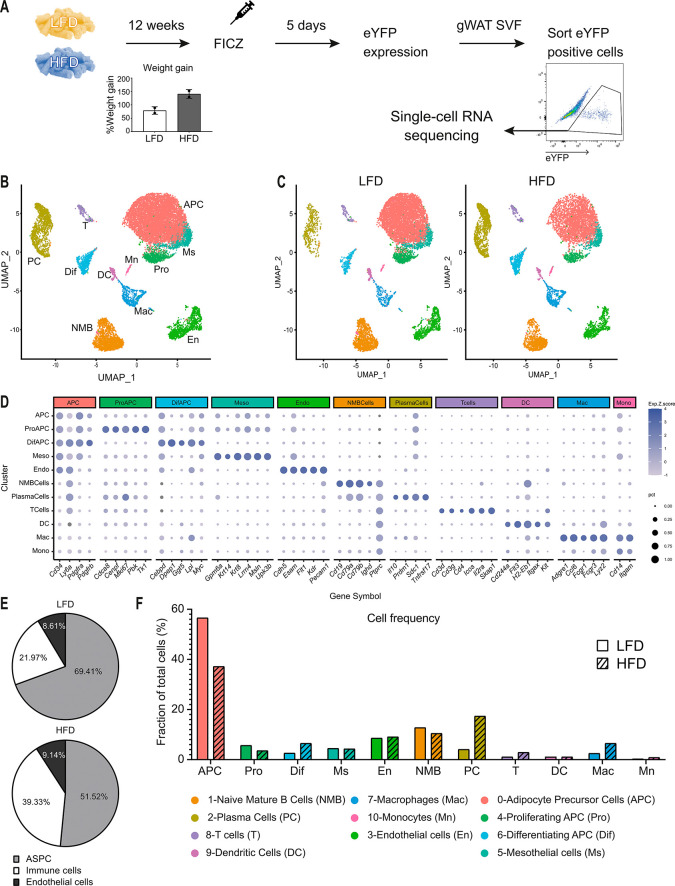
Adipose tissue stem and precursor cells (ASPCs) make up the majority of AHR-ligand-responsive cells in mouse gWAT. A: Schematic representation of experimental plan. Briefly, *Cyp1a1* fate reporter male mice were fed a purified LFD or HFD for 12 weeks. These were then injected with FICZ (10 mg/kg) five days prior to gWAT collection. The stromovascular fraction (SVF) was isolated and eYFP+ cells sorted for downstream single-cell RNA sequencing analysis. B: UMAP visualisation of the combined data after cut-offs and doublet exclusion applied. C: UMAP visualisation of the cell clusters identified in eYFP+ gWAT SVF cells in lean (left) and obese (right). D: Dot Plot of the gene expression of selected identifying genes for each cell cluster, where colour intensity represents expression Z score and dot size, percent of cells expressing the selected genes. E: Pie chart representing the percentage of adipose stem & precursor cells (ASPC), immune cells and endothelial cells in lean (top) and obese (bottom) mice. F: Percentage of cells in each cell cluster identified by scRNAseq in lean (LFD) and obese (HFD) mice. Data from two pooled mice per group.

ASPCs made up over half of the cells identified ( Figure 7E), which was confirmed using flow cytometry in an independent experiment (Supplemental Figure 7D–H). In obese mice, an increase in the overall proportion of immune cells, primarily driven by an increase in plasma cells and macrophages, and a decrease in ASPCs, except for the differentiating APC cluster, was observed ( Figure 7C, E–F).

### AHR in adipocyte precursor cells may play a role in adipocyte differentiation

To further investigate the role of AHR in adipocyte precursors, ASPCs were sorted from the SVF of mouse gWAT and allowed to expand in culture until confluent. Cultured ASPCs were stimulated with the AHR ligand, FICZ, for 3, 6 and 24 hr and lysates collected for downstream analysis ( Figure 8A). Using RT-qPCR, we saw a significant upregulation of *Cyp1a1* expression 6 hr after stimulation with FICZ, which persisted 24 hr after stimulation ( Figure 8B). The 6 hr timepoint was selected based on these results for downstream analysis using bulk RNA sequencing. 

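ASPCs were sorted from the stromovascular fraction of mouse gWAT, expanded in culture and treated with 100 nM FICZ, a photoproduct of tryptophan that binds AHR, or with DMSO, its vehicle. RNA was extracted 6 hr later. There were 10 libraries, 5 treated with DMSO and 5 treated with FICZ, and each group carries the replicate numbers 1 to 5. The authors aligned the reads with STAR to the mm10 build of the mouse genome and deposited the number of reads counted on each gene, by gene symbol and without normalization. The paper's text does not name the counting program, the gene annotation, or how strand and reads with several alignments were treated. The table lists 25229 rows, of which 5934 have no count in any library. The total count per library ranged from 38328611 to 50210111 in DMSO, with a median of 44787417, and from 40272024 to 47670865 in FICZ, with a median of 42897708. At these depths 3 counts, taken as the smallest level that can be detected, correspond to between 0.0597 and 0.0783 CPM, the count scaled to a common library size, which covers counting error only. Libraries of the same group differed by more than the sampling noise in each of the 20 pairs of libraries, with a chi-square per degree of freedom between 16.4 and 281. Genes were tested with edgeR's quasi-likelihood test on the counts as deposited, with TMM normalization and Benjamini-Hochberg adjustment over the 14251 genes that passed edgeR's filter on low counts. An adjusted p at or under 0.05 was taken as the threshold, after the paper's statistics section. DESeq2, the tool named in the paper's methods, was run on the same counts as an alternative. Because the groups share replicate numbers, the gene tests on all libraries were also run with the replicate number as a block. CPM values were scaled by the TMM factors. Transcripts of liver genes were counted in every library, and the count of Alb, the albumin gene, ranged from 29599 in FICZ replicate 4 to 232987 in DMSO replicate 5.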

Briefly, ASPCs were sorted as above and expended in cultured. FICZ was added and lysates collected 6 hr after stimulation. The significantly upregulated differentially expressed (DE) genes included known downstream targets of AHR, such as *Cyp1a1*, *Cyp1b1*, *Ahrr* and *Tiparp* ( Figure 8C–D).

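Cyp1a1, a cytochrome P450 gene on chromosome 9 (57687928 to 57703824 of GRCm38, the assembly of mm10), had 26.8 ± 12.8 CPM in DMSO and 255 ± 92.4 CPM in FICZ (SD, n = 5 libraries each). Its log2 fold change was 3.25 (standard error 0.38, adjusted p = 0.0189 from edgeR's quasi-likelihood test). Of the 50-base words in the transcripts of Cyp1a1, 3.43% also occur in those of its paralog Cyp1a2, so the 2 genes could share some reads. Ahrr, the gene of the AHR repressor on chromosome 13 (74211118 to 74292331), rose from 10.1 ± 2.21 CPM to 32.1 ± 2.87 CPM, a log2 fold change of 1.66 (standard error 0.16, adjusted p = 0.00324 from the same test). Tiparp on chromosome 3 (65528410 to 65555518) encodes an ADP-ribosyltransferase and rose from 44.6 ± 3.96 CPM to 83.9 ± 14.5 CPM. The log2 fold change of Tiparp was 0.91 (standard error 0.12, adjusted p = 0.0335 from edgeR's test), and 223 of its 4358 exonic bases are overlapped by a pseudogene on the opposite strand. Cyp1b1 on chromosome 17 (79701537 to 79715061) was the most abundant of the 4 genes, with 980 ± 134 CPM in DMSO and 1507 ± 69.6 CPM in FICZ. Its log2 fold change of 0.62 (standard error 0.10) did not reach the threshold over all genes tested with edgeR (adjusted p = 0.147) and did so with DESeq2 (adjusted p = 3.33e-05). Each of the 4 genes was higher in every FICZ library than in every DMSO library (exact two-sided permutation test of log2 CPM, p = 0.00794, the smallest that 5 libraries against 5 allow). Over all genes, edgeR placed 3 past the threshold, Ahrr, Cyp1a1 and Tiparp, all higher with FICZ, and none lower. At an unadjusted p of 0.05 or less there were 687 genes, 190 higher and 497 lower. With the replicate number as a block there were 663 genes, 354 higher and 309 lower. Both counts are under the 0.05 share of the 14251 tested genes that this level passes by chance. They are no evidence that many genes responded, and the excess of lower genes was absent with the block. Libraries with the same replicate number deviated from their group means together, with a mean correlation of 0.25 over the 5 pairs. With the replicate number as a block, edgeR placed 8 genes past the threshold, all higher with FICZ, and the adjusted p was 5.6e-05 for Cyp1a1, 0.00506 for Ahrr, 0.0509 for Tiparp and 0.0757 for Cyp1b1. The count moved most with DESeq2 and the replicate block together, to 26 genes.

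**Figure D1:**
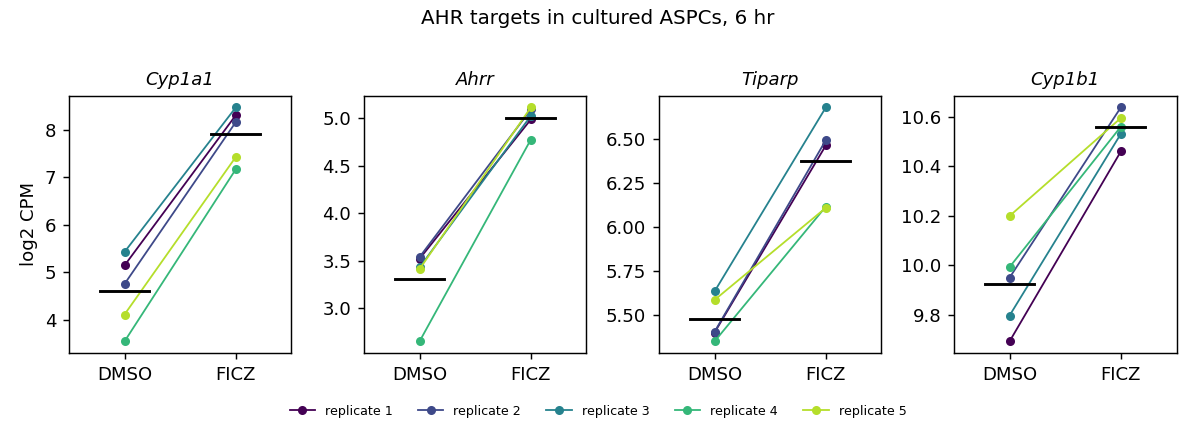
Expression of Cyp1a1, Ahrr, Tiparp and Cyp1b1 in cultured ASPCs treated with DMSO or FICZ for 6 hr, in log2 CPM with a separate scale for each gene. Each point is a library, lines join libraries with the same replicate number, and black bars are group means of 5 libraries; all 4 genes rise in each of the 5 pairs.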

**Figure 8.**
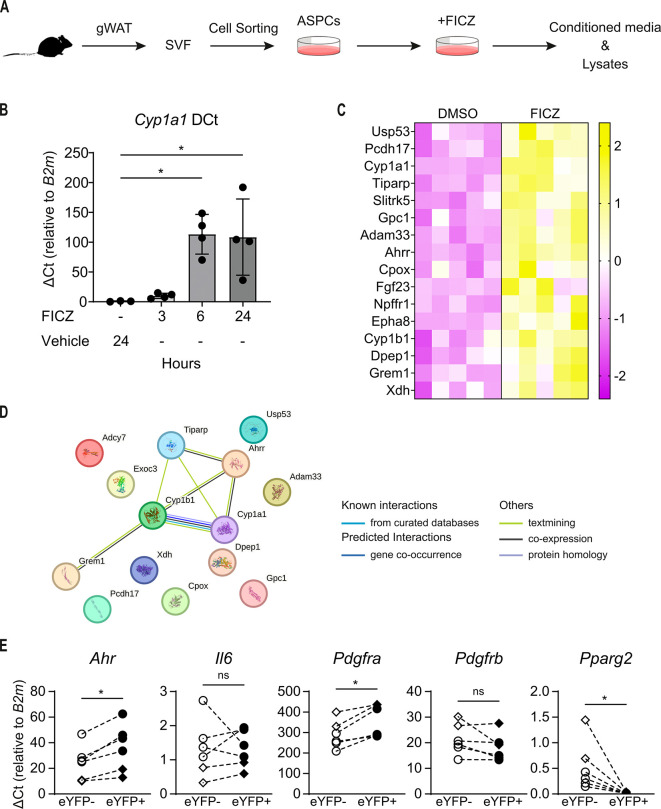
AHR ligands upregulate genes associated with AHR pathway in cultured ASPCs. A: Schematic representation of experimental plan. Briefly, gWAT of WT mice was digested and SVF collected. ASPCs were isolated using FACS (CD45-CD31-PDGFRA+) and expanded in culture until confluent. ASPCs were then treated with FICZ (100 nM) and the conditioned media and lysates collected 3, 6 or 24 hr after treatment for downstream analysis. B: *Cyp1a1* mRNA expression in cultured mouse ASPCs following treatment with vehicle or 100 nM FICZ as described in A, measured by RT-qPCR. Kruskal-Wallis test with Dunn’s multiple comparisons (n = 4). Each symbol represents an individual mouse; Error bars show SD. C: Heatmap of the RNA expression of the significantly upregulated DE genes in cells treated with DMSO or FICZ for 6 hr. Expression is normalized to the average expression of each gene. D: Protein-protein interaction map of the DE genes identified by bulk RNAseq, created using STRING (version 12.0). E: *Ahr*, *Il6, Pdgfra*, *Pdgfrb* and *Pparg2* mRNA expression in sorted eYFP- and eYFP+ ASPCs from the gWAT of *Cyp1a1* fate reporter mice injected with FICZ (10 mg/kg) five days before tissue collection, measured by RT-qPCR. Wilcoxon matched-pairs signed rank test (n = 6). The eYFP- and eYFP+ sample of each mouse is connected by a dashed line.

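The 16 genes of the heatmap were each higher with FICZ in all 5 same-numbered pairs of libraries, and for all 16 the FICZ and DMSO libraries did not overlap in log2 CPM. The genes were selected by the paper from the same libraries, so this separation shows no stability. Over the 14251 genes tested with edgeR the groups lay apart for 50 genes higher and 17 genes lower with FICZ. A chance share of 0.794% would give about 113 if all 10 libraries were interchangeable. Same-numbered libraries deviated together, so 113 is not the chance number for this design. DESeq2 without a block placed 16 genes past the threshold, and they were these 16, with adjusted p-values from 8.62e-19 for Ahrr to 0.0494 for Pcdh17. With edgeR's quasi-likelihood test 14 of the 16 were tested, and the log2 fold changes of those other than Cyp1a1 ranged from 0.34 for Gpc1 to 2.70 for Npffr1. The largest unadjusted p among the 14 was 0.00128, and 3 passed the threshold after adjustment over all genes. After adjustment over the list alone 14 passed, which shows no stability because the list was drawn up by the paper from the same libraries. Usp53, a member of the ubiquitin-specific protease family, lies on chromosome 3 (122931493 to 122984510) and had the next smallest adjusted p in edgeR's test (0.115), with a log2 fold change of 0.77 (standard error 0.12). Fgf23 and Epha8 were under the filter on low counts. Fgf23 had between 0 and 4 counts in the DMSO libraries and between 5 and 39 in the FICZ libraries, and Epha8 between 1 and 4 and between 9 and 26. Npffr1 was also low, with at most 8 counts in a DMSO library and at least 11 in a FICZ library. With the replicate number as a block, edgeR placed 4 of the 16 past the threshold (Cyp1a1, Ahrr, Usp53 and Dpep1). DESeq2 with the block placed 10 of the 16 past it, and Pcdh17, Gpc1, Npffr1, Epha8, Grem1 and Xdh were not among them. The pairing by replicate number gave the highest mean correlation of deviations among the 120 ways to pair the libraries. Exons of Ankmy1 on the opposite strand overlap 977 of the 5159 exonic bases of Gpc1, and 7.14% of the 50-base words of Xdh occur in transcripts of other genes, so the counts of Gpc1 and Xdh may include reads of those genes.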

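The map in Fig. 8D shows 14 genes, of which 12 are also in the heatmap of Fig. 8C and 2, Adcy7 and Exoc3, are not. Adcy7 encodes an adenylate cyclase and lies on chromosome 8 (88272403 to 88329962). It had 133 ± 10.8 CPM in DMSO and 168 ± 9.15 CPM in FICZ (SD, n = 5 each), a log2 fold change of 0.34 (standard error 0.08, adjusted p = 0.979 from edgeR's quasi-likelihood test). Exoc3, a subunit of the exocyst complex, lies on chromosome 13 (74169488 to 74208732), on the same strand as Ahrr and 2385 bases downstream of it with no annotated gene in between. It had 87.0 ± 9.59 CPM in DMSO and 115 ± 8.24 CPM in FICZ, a log2 fold change of 0.41 (standard error 0.09, adjusted p = 0.937 from edgeR's test). Both genes were higher with FICZ in all 5 same-numbered pairs. With the replicate number as a block, edgeR gave an adjusted p of 0.568 for Adcy7 and 0.637 for Exoc3. In DESeq2 without a block the adjusted p was 0.0692 for Adcy7 and 0.083 for Exoc3, and with the replicate block it was 0.0819 and 0.0971. The lowest correlation of deviations among the 5 same-numbered pairs of libraries was 0.15. For both genes the difference between the means was larger than the SD within either group, and neither passed the threshold in these tests over all genes. Their adjusted p-values from DESeq2 were all under 0.1. The paper's text names no threshold on adjusted p for this experiment.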

To investigate the regulation of a variety of released cytokines and other factors in an unbiased approach, cultured ASPCs were stimulated with the AHR ligand, FICZ, for 24 hr and media collected for analysis using the Mouse XL Cytokine Array Kit. The amount of known pro and anti-inflammatory mediators, such as IL-1β, IL-1ra, IL-6, IL-10 and TNFα, appeared to be nearly undetectable, although following quantification, IL-1β and IL-6 appear to be decreased following treatment with FICZ (Supplemental Figure 8A-B). A few other factors (CXCL5, Pentraxin 3, Periostin, Serpin F1, VCAM-1 and VEGEF) were identified that appear to increase following treatment with FICZ (Supplemental Figure 8A–B). Overall, using this assay there were very few factors that appear to change following treatment with FICZ, and as this is a single n, further investigation would be needed to reach a conclusion. 

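The genes of the 11 factors named from the cytokine array were examined in the 6 hr libraries. In the test with edgeR 8 of the 11 were counted highly enough to be tested, and none passed the threshold over all genes or after adjustment over these 8 alone, where the smallest adjusted p was 0.083. At an unadjusted p of 0.05 or less there were 2 of the 8. Ptx3, the gene of Pentraxin 3 on chromosome 3 (66219910 to 66225805), had 123 ± 49.1 CPM in DMSO and 197 ± 39.3 CPM in FICZ (SD, n = 5 each). Its log2 fold change was 0.68 (standard error 0.25, adjusted p = 0.999 over all genes in edgeR's quasi-likelihood test). Vcam1 on chromosome 3 (116109949 to 116129688) had 212 ± 49.2 CPM in DMSO and 285 ± 37.3 CPM in FICZ, a log2 fold change of 0.43 (standard error 0.15, adjusted p = 0.999 in the same test). Ptx3 and Vcam1 were higher with FICZ in all 5 same-numbered pairs (exact two-sided permutation test without pairing, p = 0.0317 and 0.0238). With the replicate number as a block, the log2 fold change of Ptx3 was 0.75 (standard error 0.15) and that of Vcam1 0.45 (standard error 0.10). With the log2 CPM of the liver gene Alb as a covariate, chosen after the data were seen, that of Ptx3 was 0.42. With the block, both passed the threshold over the 8 genes alone (adjusted p = 0.0105 for each) and neither did over all genes with edgeR (adjusted p = 0.568 and 0.637). DESeq2 with the block placed Ptx3 past the threshold over all genes (adjusted p = 0.000709) and not Vcam1 (adjusted p = 0.077). The correlation of deviations between libraries of the same number reached 0.32 in the highest of the 5 pairs. Cxcl5, Postn, Serpinf1, Vegfa, Il6 and Il1rn had log2 fold changes between -0.09 and 0.09, smaller than their standard errors in each case, without a block. With the block that of Cxcl5 was 0.19 (standard error 0.14) and that of Il6 -0.12 (standard error 0.25). Il6 had between 32 and 78 counts per library and Il1rn between 22 and 62. Il1b had at most 20 counts in any library, Tnf at most 16 and Il10 at most 2, so that changes of Il10 were not detectable at this depth.

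**Figure D2:**
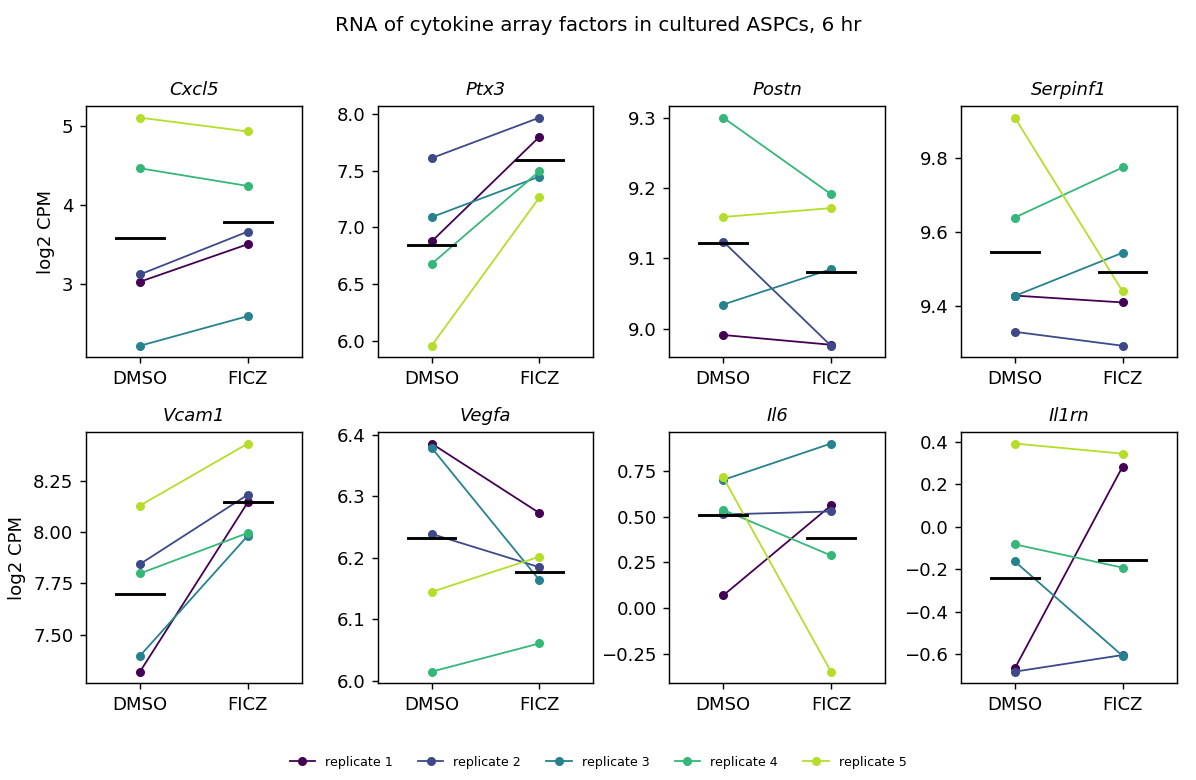
RNA of 8 factors of the cytokine array in cultured ASPCs treated with DMSO or FICZ for 6 hr, in log2 CPM with a separate scale for each gene. Each point is a library, lines join libraries with the same replicate number, and black bars are means of 5 libraries; Ptx3 and Vcam1 rise in each of the 5 pairs, and the other genes move both ways.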

Of note, none of the factors identified through the cytokine array were changed at the RNA level in the 6 hr bulk RNA sequencing experiment (Supplemental Figure 8C–D).

Finally, we sorted AHR responsive (eYFP+) and non-responsive (eYFP-) ASPCs from *Cyp1a1* fate reporter mice injected with FICZ, using FACS, and saw that ASPCs that have responded to the AHR ligand tend to have a higher expression of *Ahr* and *Pdgfra*, and close to undetectable expression of *Pparg2* ( Figure 8E) which would indicate that *Ahr* expression may play an important part in the early stages of adipocyte differentiation. 

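Genes of adipocyte differentiation and proliferation were compared between DMSO and FICZ in the 6 hr bulk RNA sequencing libraries of cultured ASPCs. Pdgfra had 1319 ± 88.3 CPM in DMSO and 1387 ± 118 CPM in FICZ, and Pdgfrb 876 ± 102 CPM and 871 ± 136 CPM (SD, n = 5 each). Pparg had 53.3 ± 4.54 CPM and 51.1 ± 4.4 CPM, and Mki67, a gene of dividing cells, 471 ± 145 CPM and 535 ± 119 CPM. These differences were within the SD of the groups, and the adjusted p was 0.999 for each in edgeR's quasi-likelihood test. Of 8 genes of differentiation named by the paper, Dpep1 alone passed after adjustment over these genes, with a log2 fold change of 0.65 (standard error 0.13, adjusted p = 0.454 over all genes in edgeR's test). Dpep1 passed over all genes in DESeq2 and in the fits with the replicate block. Ahr itself was lower with FICZ in all 5 same-numbered pairs, with a log2 fold change of -0.44 (standard error 0.16, adjusted p = 0.999 in edgeR's test), and -0.46 with the block. The mean log2 fold change of 40 proliferation genes was 0.01, and 0.02 with the replicate block. Their mean log2 CPM per library did not differ between the groups (exact two-sided permutation p = 0.770, against p = 0.979 in camera, a test of a gene set against the other genes). Of 40 genes of adipogenesis 38 were tested and none passed the threshold on its own, while 6 had an unadjusted p of 0.05 or less. As a set they had a mean log2 fold change of -0.30, and -0.23 with the replicate block. The median without the block was -0.12, and genes with larger falls, down to -1.58, lowered the mean. Libraries of different numbers had a mean correlation of deviations of -0.06. Their mean log2 CPM per library was lower with FICZ in 4 of the 5 same-numbered pairs, a difference not larger than the spread between libraries (exact two-sided permutation p = 0.310). In camera, which compares the set with other genes, the p was 8.75e-06 without the block and 1.04e-06 with it. In fry, a set test that asks only about the genes of the set, the p was 0.293 without the block and 0.0477 with it. The mean was -0.01 when the log2 CPM of Alb, a liver gene that was highest in DMSO replicate 5, entered the model as a covariate, a setting chosen after the data were seen.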

Overall, this data shows that ASPCs do respond to AHR ligands and provides evidence that warrants further investigation in the function of the AHR pathway in this cell type in the context of inflammation, proliferation and adipocyte differentiation, all of which may play an important role in obesity and the development of metabolic syndrome.

## Discussion

Despite decades of research, obesity continues to rise, with most treatments suffering from lack of adherence, high chances of remission and serious side effects, or the need for surgical intervention ( Look, 2014; van Baak & Mariman, 2019). Over the past few years, the ligand-activated transcription factor, AHR, has received attention as a potential target for the treatment of obesity and metabolic syndrome. Naturally occurring AHR ligands are often derived from diet or produced by gut microbiota, and they are highly lipophilic, resulting in their accumulation in adipose tissue. In this study we show that AHR ligands do indeed rapidly reach adipose depots, leading to AHR pathway activation. As shown by previous studies, we also provide evidence that a global AHR KO mouse model is at least partially protected from DIO and the development of the associated metabolic syndrome. The key finding in our study is that *Ahr* appears to be very lowly or not expressed in mature adipocytes and does not appear to be involved in the development of obesity and metabolic syndrome in these cells. We did observe, however, that ASPCs, including adipocyte precursors, make up the majority of AHR-ligand-responsive cells in adipose tissue which warrants further study into the involvement of AHR in these cells in the context of obesity and metabolism.

Similarly to previous studies, we show that female global AHR KO mice ( Schmidt *et al*., 1996) are protected from DIO and the development of metabolic syndrome (Supplementary Figures 1–2) ( Wang *et al*., 2011; Xu *et al*., 2015). In this study, it is not possible to elucidate whether the improved metabolic phenotype is due to the absence of AHR, or a result of the reduced weight-gain and fat mass in these mice. The only significant differences observed in male AHR KO mice were an increase in lean mass (Supplementary Figure 1D) and reduced fasting glucose following 12 weeks on a HFD (Supplementary Figure 2F). This is not the first instance of sex differences being observed in the study of AHR in obesity ( Girer *et al*., 2019; Haque *et al*., 2023). AHR has been known to physically interact with the oestrogen receptor α (Erα) ( Beischlag & Perdew, 2005; Göttel *et al*., 2014; Matthews *et al*., 2005; Ohtake *et al*., 2003; Wormke *et al*., 2003), and oestrogen is known to affect obesity and metabolism (Reviewed in Steiner & Berry, 2022). The exact mechanisms behind this interaction and its physiological consequences remain unknown. It is also worth noting that the sample sizes used in conventional mouse pre-clinical studies are limited by practical and financial constraints, which means that small n numbers are the norm. This means studies are not usually powered to detect sex differences and raises the possibility that the sexual dimorphism we and others have observed in AHR KO mice is a false positive result. A study powered to specifically detect sex differences in DIO and metabolism in this model would need to be carried out to investigate whether these reported sex differences are a true effect.

In this study, using a variety of techniques, we show that AHR ligands cause rapid activation of the AHR pathway in spatially and functionally distinct adipose tissue depots, suggesting rapid transportation and uptake of AHR ligands to adipose depots. It is important to note that three different ligands are used throughout this study, FICZ, 3-MC and I3C. I3C is an AHR pro-ligand that gets converted to the AHR ligands, 3,3′-diindolylmethane (DIM) and indolo[3,2-b] carbazole (ICZ) when taken orally. This was used in diet, for any long-term *in-vivo* studies to minimise animal stress. FICZ was used for all *in-vitro* experiments and for *in-vivo* studies where mice were only exposed to the ligand once. For some *in-vivo* experiments, where tissue was collected up to 4 hours after injection, 3-MC was used instead of FICZ, due to financial considerations. A pilot study indicated that 10 mg/kg FICZ or 26.5 mg/kg 3-MC caused comparable induction of *Cyp1a1* expression in mouse adipose tissue, for up to at least 4 hours after injection (unpublished data). Importantly, 3-MC was not used for experiments where tissue was collected later than 4 hours after injection to avoid ligand-specific effects resulting from persistent AHR activation, as this is a xenobiotic ligand that is not readily degradable.

Using the NuTRAP mouse model, we show that *Ahr* and *Cyp1a1*, a known downstream target of AHR, are not actively translated in mature white adipocytes following *in-vivo* treatment with AHR ligands ( Figure 6 & Supplemental Figure 6). This suggests that *Ahr* is unlikely to be expressed at high enough levels in mature white adipocytes to have a major effect at a whole-tissue or whole-organism level. Low expression of ribosomal *Ahr* expression was observed in mature adipocytes in mouse BAT. Brown adipocytes arise from a distinct type of precursor found in the embryonic mesoderm, expressing *Myf5*, unlike the *Myf5-* white adipocyte precursors ( Seale *et al*., 2008), therefore some differences would be expected between these types of adipocytes. However, despite this observed low ribosomal *Ahr* expression, there was no expression of ribosomal *Cyp1a1* in these cells following treatment with an AHR ligand ( Figure 6C & D & Supplemental Figure 6C & D), and a pilot ChIP study found no AHR binding to the *Cyp1a1* promoter in BAT adipocytes following treatment with an AHR ligand *in-vivo* (unpublished data). It is, therefore, not surprising that we observed no significant differences in the development of obesity or metabolic syndrome in adipocyte specific *Ahr* KO mice fed a HFD with or without the AHR proligand I3C, compared to littermate controls. Further pilot studies in our lab also showed no differences in thermogenesis in female *Adipoq-Cre Ahr ^fl/fl^* mice when presented with an acute cold stimulus or subcutaneous noradrenaline injection compared to WT littermates (Alice Burke, unpublished data). One limitation of our studies we must acknowledge, is that the *Ahr ^fl/fl^* mice we used for the adipocyte-specific *Ahr* deletion experiments and their littermate controls express the low affinity *Ahr* allele, which may make them partly resistant to DIO ( Kerley-Hamilton *et al*., 2012) and may reduce any potential differences between the KO and controls in these experiments. However, despite limitations, taken together, these findings suggest that AHR is not expressed or too lowly expressed in mature adipocytes and therefore is unlikely to play an important role in these cells in the context of obesity, metabolism or thermogenesis.

Another finding from this study we need to highlight, is the lack of specificity of commonly used methods for isolating mature adipocytes. Using the flotation technique, we show that, even though the adipocyte fraction does appear to contain the majority of mature adipocytes and does have some *Ahr* expression, it also contains macrophages. Strikingly, *Emr1* expression in the gWAT adipocyte fraction was comparable to that in the SVF fraction. The gWAT of obese mice contains a high number of crown-like structures composed of macrophages surrounding mature adipocytes, as well as macrophages that have phagocytosed lipids ( Remmerie *et al*., 2020), potentially leading to increased macrophage contamination in the AD fraction of these samples. *Emr1* expression was also observed in adipocytes differentiated *in-vitro* from white adipose tissue SVF. Previous work in our lab (Benjamin Wiggins, unpublished observations), as well as the scRNAseq data we present in this study, have shown that *Ahr* is expressed in white adipose tissue macrophages, therefore we propose that the *Ahr* and *Cyp1a1* expression we observe in these instances may be originating from macrophages and not from mature adipocytes. This means that neither technique is selective enough for mature adipocytes, and therefore it is not possible to confidently conclude that gene expression observed using these techniques originates from mature adipocytes, especially when studying genes highly expressed in macrophages.

Having excluded mature adipocytes as likely to have an effect at the adipose tissue level, we sought to investigate what cells do respond to AHR ligands. We used scRNAseq to identify the AHR-ligand-responsive cells found in the gWAT SVF of lean and obese mice. The *Cyp1a1* reporter mouse model was used to isolate cells in which *Cyp1a1* has been expressed, using FACS. The AHR-responsive cells identified in this experiment included endothelial cells, stomal and precursor cells and a variety of immune cells ( Figure 7). Endothelial cells and certain immune cells have previously been shown to highly express *Ahr*, and the AHR pathway has been shown to be readily activated upon exposure to AHR ligands ( Stockinger *et al*., 2014; Stockinger *et al*., 2021; Wiggins *et al*., 2023), therefore the inclusion of these cells in our scRNAseq results was not surprising. One interesting observation was that the immune cell clusters identified predominantly included cell subtypes associated with anti-inflammatory phenotypes. For example, the plasma cells identified expressed *Ighm* and *Il10*, suggesting they may be a type of regulatory plasma cells, the T cells expressed *Cd4*, *Il13, Gata3* and *Il2ra*, suggesting they may be Th2 cells or Tregs or a mix of both, and the macrophages were characterised by *Arg1* and *Mrc1* expression, suggesting an alternatively activated phenotype. The AHR pathway has been associated with the regulation of anti-inflammatory immune cells, such as *Il10*-expressing B cells ( Piper *et al*., 2019), however, to our knowledge, this has not been investigated in the context of obesity and adipose tissue inflammation and warrants further investigation.

One unexpected finding was that the majority of the AHR-responsive cells in adipose tissue were stromal & precursor cells (ASPC), which made up more than 50% of the AHR-responsive cells in gWAT SVF ( Figure 7). These results were also confirmed at the protein level using flow cytometry (Supplemental Figure 7 D-I). AHR activation by naturally-occurring AHR ligands has been shown to have an anti-inflammatory effect in a variety of cell types ( Lin *et al*., 2019; Piper *et al*., 2019). Using a cytokine array on ASPC conditioned media we show some indications of a potentially anti-inflammatory phenotype in the cells treated with an AHR ligand, however the changes observed were small. Bulk RNAseq of cultured ASPCs showed clear regulation of known AHR downstream targets, such as *Cyp1a1*, *Cyp1b1*, *Tiparp* and *Ahrr*, following stimulation with the AHR ligand, FICZ, demonstrating that these cells are indeed responsive to AHR ligands and suggesting that AHR may play an important role in ASPCs. However, there was no change in pro- or anti-inflammatory cytokine expression in those cells ( Figure 8C & Supplemental Figure 8D) and no differences were observed in the expression of selected cytokines in sorted AHR-responsive and non-responsive ASPCs ( Figure 8E), suggesting the predominant function of AHR signalling in these cells may not be related to the regulation of inflammation.

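When each library of cultured ASPCs was left out in turn, the log2 fold change in edgeR's test ranged from 3.06 to 3.49 for Cyp1a1, from 1.53 to 1.72 for Ahrr, from 0.83 to 0.97 for Tiparp and from 0.55 to 0.70 for Cyp1b1. Ahrr stayed past the threshold in all 10 of these fits, Cyp1a1 in 5, Tiparp in 3 and Cyp1b1 in 1. Within the pairs of same-numbered libraries, the log2 difference between FICZ and DMSO ranged from 3.05 to 3.63 for Cyp1a1, from 1.47 to 2.12 for Ahrr, from 0.52 to 1.09 for Tiparp and from 0.40 to 0.77 for Cyp1b1. With the replicate block the standard error of the log2 fold change fell to 0.10 for Cyp1a1, 0.11 for Ahrr, 0.10 for Tiparp and 0.08 for Cyp1b1. The correlation of deviations in the pair numbered 5 was 0.24. From the regulation of these known AHR targets in cultured ASPCs, the paper concludes that the cells respond to AHR ligands, and it proposes that AHR may have a role in them.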

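Of a list of 50 inflammatory mediators, 35 were tested in the cultured ASPCs at 6 hr, 12 with a higher and 23 with a lower mean in FICZ. None passed the threshold over all genes or after adjustment over the list alone, where the smallest adjusted p was 0.338 in edgeR's quasi-likelihood test, and 3 had an unadjusted p of 0.05 or less. The mean log2 fold change of the 35 genes was -0.02 both without a block and with the replicate block. Their mean log2 CPM per library did not differ between the groups (exact two-sided permutation p = 0.889, against p = 0.304 in camera). The largest fold change without a block was that of Cxcl10, which had between 24 and 673 counts per library and a log2 fold change of 1.66 with a standard error of 0.78. With the block it was 0.85, and Cxcl9 had a larger change of -0.99 with a standard error of 0.44. Cxcl10 was higher with FICZ in 3 of the 5 same-numbered pairs, and the difference was not larger than the spread between libraries. With the replicate number as a block, 3 genes passed the threshold over the list alone, each with an adjusted p of 0.0308: Ptx3 and Vcam1, which were higher, and Il33, which was lower with FICZ in all 5 pairs. Il33 had between 2416 and 4611 counts per library and a log2 fold change of -0.35 (standard error 0.07) in that fit. None of the 3 passed over all genes with edgeR. DESeq2 with the block placed 1 of the mediators, Ptx3, past the threshold. The correlation of deviations in the pairs numbered 1 and 2 was 0.27 and 0.28. Cxcl10, Cxcl9 and Il33 were named after their values were seen.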

Apart from a higher *Ahr* expression, sorted AHR-responsive ASPCs also had higher *Pdgfra* expression and lower *Pparg2* expression compared to the non-AHR-responsive ASPCs ( Figure 8E). Interestingly, both genes have been suggested to be involved in the regulation of differentiation in adipocyte precursors. Studies have suggested that the balance between *Pdgfrb* and *Pdgfra* expression in adipocyte precursors may play an important role in their ability to change from a proliferative, stem-like, phenotype to an adipogenic phenotype. Gao *et al* suggest that *Pdgfra* expression precedes *Pdgfrb* expression and that white adipocytes following HFD develop from *Pdgfrb +* ASPCs, while Sun *et al* demonstrate that, although *Pdgfra* is expressed uniformly in APCs, *Pdgfrb* is not expressed in the more stem-like APCs ( Ferrero *et al*., 2020; Gao *et al*., 2018; Sun *et al*., 2020). Indeed, in our sc-RNAseq data, the cluster with the highest *Pdgfrb* expression was the one that was found to express the early differentiation genes ( Figure 7; DifAPC). *Pparg2* is often referred to as the master regulator of adipogenesis ( Zhang *et al*., 2004). This means that its lack of expression in AHR-responsive ASPCs in our study may support the hypothesis that AHR-responsive ASPCs may be of a less adipogenic nature. In support of that, Dou *et al* suggest that AHR may regulate adipogenesis through the regulation of PPARγ stability ( Dou *et al*., 2019). Several studies have suggested AHR may play an important part in adipocyte differentiation, showing an inhibition of differentiation by addition of AHR ligands such as TCDD or DIM, or genetic overexpression of AHR in the adipocyte precursor cell line, 3 T3-L1 in-vitro, while knocking out *Ahr* was shown to increase adipogenesis ( Chen *et al*., 1997; Dou *et al*., 2019; Phillips *et al*., 1995; Shimba *et al*., 1998; Yang *et al*., 2017). Studies have also demonstrated that *Ahr* expression in 3 T3-L1 cells falls following induction of adipogenesis and remains low in mature adipocytes, while the expression of the negative regulator of AHR signalling, *Ahrr* increases ( Alexander *et al*., 1998; Brodie *et al*., 1996; Chen *et al*., 1997; Dou *et al*., 2019; Ishihara *et al*., 2018; Phillips *et al*., 1995; Shimba *et al*., 1998). Taken together, this suggests that AHR in ASPCs may play an important role in the regulation of adipogenesis, which could play a key role in the development of metabolically healthy adipose tissue.

In conclusion, results from our study suggest that *Ahr* expression in adipose tissue, apart from immune and endothelial cells, is more likely derived from adipocyte precursors rather than mature adipocytes. In the latter, it appears largely absent, and deletion of *Ahr* in mature adipocytes appears to have no functional consequences. We therefore propose that future studies designed to identify AHR-related treatments for obesity focus on the role of AHR in adipocyte precursor cells and adipogenesis.

## Data availability

### Underlying data

Sequencing data generated as part of this manuscript have been deposited on GEO as a SuperSeries (accession number GSE311599), containing SubSeries under accession numbers GSE311153 and GSE311598.

Gene Expression Omnibus: Activation of the aryl hydrocarbon receptor in mature adipocytes does not impact diet-induced obesity in mice.

Link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE311599 (Bioinformatics Core, 2025).

GSE311153: Bulk RNA sequencing data from cultured mouse adipocyte precursor cells.

GSE311598: Single-cell RNA sequencing data from FACS isolated mouse adipose tissue stromovascular eYFP+ cells.

### Extended data

The supplemental figures, html of the sequencing data and the ARRIVE checklist were deposited on OSF as described below.

Open Science Framework: Activation of the aryl hydrocarbon receptor in mature adipocytes does not impact diet-induced obesity in mice.

Link: https://osf.io/dx3fj/overview ( Vlachaki Walker, 2025).

This project contains the following underlying data:

• Supplemental Figures.pdf: Supplemental Figures 1–8
• BulkRNAseq_FICZS_vs_DMSO.html: QC and processing of the bulk RNA sequencing data used in this paper
• scRNAseq_WAT_FocusRes0.3.html: QC and processing of the single-cell RNA sequencing data used in this paper
• Author Checklist - Full-JVW.pdf: ARRIVE 2.0 checklist

The data is available under the terms of the Creative Commons Zero “No rights reserved” data waiver (CC0 1.0 Public domain dedication).

How the deposited data were processed for this re-analysis (not part of the article)

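Bulk RNA sequencing of cultured mouse ASPCs was re-analysed. There were 5 libraries treated with DMSO and 5 treated with 100 nM FICZ for 6 hr, numbered 1 to 5 in each group. According to the methods, the authors aligned the reads with STAR to mm10 and passed counts to DESeq2. The authors deposited raw counts per gene symbol, without normalization. The values were checked to be whole numbers. The other experiments of the paper were not analysed here.

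The table lists 25229 rows. There were 2 symbols that occur more than once, in 8 rows, with no count above 5 in any of them. Of the symbols, 96.5% were found in the GENCODE annotation of GRCm38, which gave coordinates, exon lengths, overlaps and GC content. Sequences shared between genes were measured as the percent of 50-base words of a gene's transcripts that also occur in transcripts of other genes. Totals per library ranged from 38328611 to 50210111 counts, and intervals or floors of 3 counts cover counting error only.

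The test used in the first place was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization, robust dispersions and edgeR's filter by expression, which left 14251 genes. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Standard errors given for edgeR were derived, as the absolute log2 fold change divided by the square root of the test's F statistic. The common biological coefficient of variation was 0.209, and 0.170 with the replicate block. Gene sets were tested with camera (limma 3.58.1) with an inter-gene correlation of 0.01. Single genes, and the mean of each gene set per library, were also compared by an exact two-sided permutation test of log2 CPM over the 252 arrangements of 5 against 5, with a prior count of 2 in log2 CPM.

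The labels give the same replicate numbers in both groups, and the paper's text does not say whether these mark shared cultures. Pairing was therefore checked by the correlation, across genes, of deviations from the group mean, and the gene tests and gene set tests on all 10 libraries were also run with the replicate number as a block. The exact permutation tests and the fits without 1 library were run without it. Alternatives were edgeR with DESeq2's size factors, upper-quartile factors or library size only, other filters on low counts, dispersions without the robust option, limma-voom, DESeq2 1.42.0 with and without the block, other thresholds, fry in place of camera, and leaving out each library. These, the gene lists and the rule for named genes were fixed before the data were examined. The log2 CPM of Alb as a covariate and a filtering level of 0.1 in DESeq2 were added afterwards.

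The genes named were every gene the paper names for this experiment, and among genes past the threshold that changed the same way in all 5 pairs, the 5 with the largest and the 5 with the most negative log2 fold change. Nqo1, Serpinb2, Gldn, Nfe2l2, Aldh3a1, Ereg, Alb, Cyp1a2, Cxcl10, Cxcl9 and Il33 were named after their values were seen. Of the genes past the threshold with the replicate block, not every gene is reported here. The list of liver genes was written after the genes raised in DMSO replicate 5 were seen, and that library was left out where the list was tested. The list of macrophage genes was written before.

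The tests were tried on a single set of simulated counts with 200 changed genes, of which 133 changed at least 2-fold. No differences in liver RNA between libraries were simulated. EdgeR recovered 57% of the changed genes with a false share of 0% among its calls, and with the block 67% with a false share of 6.94%. DESeq2 recovered 58% with a false share of 4.13%, and with the block 68% with a false share of 16.6%. A simulated set of unchanged genes had a camera p of 0.706.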

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

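The tests on liver transcripts and on Alb as a covariate were chosen after the result was seen, and the tests of GC content for the genes outside the paper's figures were set before.

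In 6 of 80 groups of 5 libraries a single library lay far from the others, where chance gives about 4. The gap to the nearest library, as a share of the group's whole range, was 0.857 for Ahrr in DMSO replicate 4, 0.77 for Adcy7 in FICZ replicate 1 and 0.806 for Pdgfra in FICZ replicate 1. In DMSO replicate 5 it was 0.829 for Exoc3, 0.894 for Cebpd and 0.721 for Mki67. In all 6 cases the library was the lowest of its group. Ahrr was also lowest in FICZ replicate 4, Pdgfra also lowest in DMSO replicate 1 and Cebpd also lowest in FICZ replicate 5. For Ahrr, Pdgfra and Cebpd the lowest library therefore had the same number in both groups, and what the number stands for was not tested. The other libraries did not all keep their order. Pdgfra in replicate 5 was 1253 CPM in DMSO and 1471 CPM, the highest of its group, in FICZ. For the other genes the lowest libraries had different numbers. The lowest Adcy7 in DMSO was in replicate 5, and the lowest Exoc3 in FICZ was in replicate 3. Mki67 was 232 CPM in DMSO replicate 5 and 654 CPM, the highest of its group, in FICZ replicate 5. RNA of liver cells mixed into DMSO replicate 5, described in the next paragraph, would raise genes and does not account for the low values of Exoc3, Cebpd and Mki67. Of all genes that deviated by more than 1 on the log2 scale in this library, 56.3% were higher and the rest lower.

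Transcripts of Alb, the albumin gene, were counted in every library, from 29599 counts in FICZ replicate 4 to 232987 in DMSO replicate 5, where the floor is 3 counts. The paper does not report liver transcripts in these cultures. A list of 21 hepatocyte genes made up between 0.165% and 1.20% of the counts, while 7 genes of other tissues had between 0 and 10 counts in all. RNA from liver cells mixed into the libraries would make liver genes follow Alb with a slope near 1. Without DMSO replicate 5, the median slope of log2 CPM on that of Alb was 1.01 for hepatocyte genes and 1.02 for genes of other liver cells, against -0.0076 for all tested genes over the 10 libraries. Alb was higher with FICZ in 2 of the 5 same-numbered pairs, and the exact two-sided permutation p was 0.183, against an unadjusted p of 0.0327 in edgeR. The log2 fold change of Alb in edgeR was -1.09 (adjusted p = 0.999). The direction was not shared by the pairs, and a test of this size does not exclude an effect of FICZ. The correlation with the total count over the 10 libraries was -0.168 (permutation p = 0.637; Spearman's rho -0.479, p = 0.166; r without the 2 farthest libraries 0.261), the first of 3 relations examined (adjusted p = 0.637 and 0.193). Cyp1a1 in DMSO replicate 5 was 17.2 CPM, within the 11.6 to 42.9 CPM of the other DMSO libraries and under the 144 CPM of the lowest FICZ library, which goes against an exchange of labels. Across genes outside the liver lists, the deviation of DMSO replicate 5 had a Spearman's rho of -0.219 with GC content; genes are not independent replicates, and a bias of GC content in that library cannot be excluded. Such a bias would not make hepatocyte genes follow Alb in the other 9 libraries, where their slopes ranged from 0.953 to 1.04 with r of at least 0.977, and the GC content of Alb was 47.5% against a median of 49.7% over tested genes. RNA from liver cells remains as a candidate explanation.

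With the replicate number as a block, Serpinb2, Nqo1 and Gldn were among the genes that edgeR placed past the threshold. They are in neither Fig. 8C nor Fig. 8D, and the paper does not discuss them. Their log2 fold changes in that fit were 1.16 for Serpinb2, 0.603 for Nqo1 and 1.07 for Gldn, and each was higher with FICZ in 5 of 5 pairs. Without the block the adjusted p in edgeR was 0.999 for each. DESeq2 with the block gave an adjusted p of 3.64e-12 for Serpinb2, 1.12e-09 for Nqo1 and 6.59e-12 for Gldn, and on simulated counts that fit had a false share of 16.6%. With the log2 CPM of Alb as a covariate in place of the block, the 3 genes kept at least 81.1% of their log2 fold change without the block, and none passed the threshold (adjusted p = 1.00 for each). Alb was lower with FICZ in the group means and in 3 of the 5 pairs, where added liver RNA would not raise these genes. This does not hold for the 2 pairs in which Alb was higher. The fit with Alb as a covariate is no test of added liver RNA. Across genes, the log2 fold change with the block had a Spearman's rho of -0.0936 with GC content. Serpinb2 shares 10.4% of its 50-base words with Serpinb10, so its reads cannot be told apart from those of Serpinb10 in that part. On the single set of simulated counts the block gave a larger false share than the test without it, 6.94% against 0%. A single set cannot tell whether the block exceeds the false share of 0.05 that the threshold allows. An effect of FICZ on these genes may be present, as a hypothesis. Nqo1 and Serpinb2 are on the list of AHR target genes fixed in advance, while Gldn was found and tested on the same libraries.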

How the results depend on the processing

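The alternatives were set before the data were examined, except Alb as a covariate and DESeq2's filtering level of 0.1. Where a value changed sides or direction, the cause was not tested.

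Ahrr was past the threshold with a log2 fold change above 0 under each alternative that gave it a value. Over the 20 alternatives set in advance that gave a value for the gene, the adjusted p ranged from 2.7e-33 to 0.0309 for Ahrr, from 3.62e-187 to 0.0924 for Cyp1a1, from 2.18e-10 to 0.19 for Tiparp and from 7.36e-08 to 0.674 for Cyp1b1, with log2 fold changes above 0 in each case. Without a filter beyond 1 count, Cyp1a1 had a log2 fold change of 3.24 (adjusted p = 0.0726).

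With the replicate block 8 genes passed, 8 of them higher with FICZ, and 2 of the 3 genes called without it were among them. Tiparp then had a log2 fold change of 0.90 (adjusted p = 0.0509). The mean correlation of deviations between same-numbered libraries was 0.25, so the block bears on each result. DESeq2 called 16 genes, 16 higher with FICZ and 16 of Fig. 8C, with a log2 fold change of 0.62 for Cyp1b1. DESeq2 with the block called 26 genes, 25 higher and 1 lower, of which 10 are in Fig. 8C, with 0.63 for Cyp1b1. Among the 26, Ptx3 was the only cytokine array factor and also the only inflammatory mediator. DESeq2 at the filtering level of 0.1 called 15 genes, 15 higher and 15 of Fig. 8C, with 0.62 for Cyp1b1. At an adjusted p of 0.01 or less there was 1 gene, 1 higher and 1 of Fig. 8C.

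With Alb as a covariate, the log2 fold change was 3.12 for Cyp1a1 (adjusted p = 0.0656) and 0.94 for Tiparp (adjusted p = 0.0537). The mean of the adipogenesis set was then -0.011, that of the inflammation set 0.12 and that of the proliferation set -0.037, which was past the threshold in camera. Under the same setting the log2 fold change was 0.064 for Serpinf1, 0.023 for Lpl, -0.14 for Cebpd, 0.31 for Adipoq, -0.12 for Mki67, 0.22 for B2m, 0.12 for Adgre1 and 0.16 for Ptprc, each opposite in sign to the value without the covariate.

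The mean of the adipogenesis set was -0.30 in fry without the block, where it was not past the threshold, and -0.23 in fry with the block, where it was. The mean of the proliferation set was -0.012 with upper-quartile normalization and -0.0077 with library size only, and Cxcl5 had a log2 fold change of -0.013 and -0.0096 under these settings. The mean of the inflammation set was 0.017 over genes with at least 10 counts in every library. It moved most without a filter beyond 1 count, to -0.25 over 46 genes, and was not past the threshold in camera.

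Over the 10 fits that each left out 1 library, from 1 to 4 genes passed, all of Fig. 8C and higher with FICZ. The log2 fold change ranged from 3.06 to 3.49 for Cyp1a1, from 0.83 to 0.97 for Tiparp and from 0.55 to 0.70 for Cyp1b1. The mean ranged from -0.077 to 0.073 for the inflammation set, from -0.39 to -0.12 for the adipogenesis set and from -0.017 to 0.040 for the proliferation set. For genes whose sign changed in these fits, the log2 fold change ranged from -0.36 to 0.54 for Cxcl5, from -0.071 to 0.29 for Il1rn, from -0.050 to 0.19 for Cebpd, from -0.23 to 0.046 for Il6, from -0.090 to 0.0046 for Postn, from -0.14 to 0.041 for Serpinf1, from -0.075 to 0.075 for Pdgfrb, from -0.15 to 0.031 for Lpl, from -0.45 to 0.23 for Adipoq and from -0.27 to 0.11 for B2m.

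Genes named among many were all under the threshold without a block in edgeR, so that a value that stayed there shows no stability. Of 465 values for them under the alternatives, 25 passed the threshold and 20 changed sign. Fgf23, Epha8, Il1b, Il10 and Tnf were under edgeR's filter and have no value in edgeR to compare with the alternatives, so the depth limits what can be said of them.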

Differences from the paper's values

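The heatmap of the paper shows about 16 genes as significantly higher with FICZ in Fig. 8C, read by eye, and 3 of them passed the threshold with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2's Wald test with its independent filtering, the tool the paper's methods name, gave 16, the paper's number and the paper's genes. No other alternative of that kind closed the gap: DESeq2 with the replicate block gave 10, edgeR with the block 4, and the other normalizations, filters, thresholds, limma-voom and the fits without 1 library gave between 1 and 4. DESeq2 with a filtering level of 0.1 gave 15, a setting chosen after seeing the values.

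The paper names Cyp1b1 among the significantly upregulated genes in Fig. 8C. With edgeR its adjusted p was 0.147, and it passed the threshold with DESeq2, with DESeq2 and the block, with DESeq2 at the filtering level of 0.1 chosen after seeing the values, and without DMSO replicate 5 (adjusted p = 0.0220). Of the other genes of Fig. 8C, Usp53 and Dpep1 passed with edgeR and the block (adjusted p = 0.0267 and 0.0321), and Slitrk5 passed with Alb as a covariate, a setting chosen after seeing the values.

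Fig. 8D includes Adcy7 and Exoc3 among the differentially expressed genes. With edgeR their adjusted p was 0.979 and 0.937. Over the alternatives set before the data were examined the smallest adjusted p was 0.0692 for Adcy7 and 0.083 for Exoc3. Both came from DESeq2 without a block and would pass at a threshold of 0.1. The paper's text names no threshold on adjusted p for its RNA sequencing.

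The paper states that no factor of the cytokine array changed at the RNA level. With edgeR none passed the threshold, with 2 at an unadjusted p of 0.05 or less, and DESeq2 with the replicate block placed Ptx3 past it (log2 fold change 0.75, adjusted p = 0.000709, higher in 5 of 5 pairs). Over the alternatives set before the data were examined the adjusted p of Ptx3 ranged from 0.000709 to 1.00.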

Other observations

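The tests of pairing, of liver RNA and of transcription from Ahrr into Exoc3 were chosen after the result was seen, and the splits of the libraries, GC content, sequencing depth and the AHR list were set before.

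There are 126 ways to split the 10 libraries into 5 and 5, of which 16 part all 5 same-numbered pairs, the real one included. Of these 16, 1 gave as many genes past the threshold as the real split with edgeR and 1 with edgeR and the replicate block, which is the real split in both cases, and the highest number in any of the others was 0. With 16 splits the share cannot be under 0.0625, so that chance cannot be excluded by this count. The other splits put same-numbered libraries together, and of 84 of them none gave as many as 3 genes. For the gene sets, 1 of the 16 splits gave a camera p as small as the real one for adipogenesis, 13 for inflammation and 15 for proliferation. Of the 84 splits that put same-numbered libraries together, 19 did so for adipogenesis, 54 for inflammation and 83 for proliferation.

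Libraries with the same replicate number deviated together. Of the 120 ways to pair the DMSO with the FICZ libraries, 1 gave a mean correlation as high as the pairing by number, which is that pairing itself. This tests whether the replicate number pairs a DMSO and a FICZ culture. This is consistent with replicate numbers that mark a shared source of cells, which the labels do not state.

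In the adipogenesis set 29 of 38 genes were lower with FICZ. The largest falls in log2 fold change were those of Cidea (-1.58), Cidec (-1.33) and Mlxipl (-1.21). Pparg (-0.06) and Adipoq (-0.09) fell by less than their standard errors, and Fabp4 (0.24) was higher. The set was past the threshold in camera and not in fry without the block, and the exact two-sided permutation p of its mean per library was 0.310. With Alb as a covariate the mean log2 fold change was -0.011, so liver RNA, or another difference that follows it across the libraries, may account for it. The correlation of the set's mean with Alb over the 10 libraries was 0.739 (permutation p = 0.0171; Spearman's rho 0.455, p = 0.193; 3 relations examined, adjusted p = 0.0257 and 0.193). Without the 2 libraries farthest from the median of Alb r was 0.505, so that the relation rests in part on those libraries. Across genes, the log2 fold change had a Spearman's rho of -0.104 with GC content, and the median GC content was 54.8% in the set and 49.7% over tested genes. With replicate 5 alone exchanged between the groups, the camera p of the set was 0.811. Over the 10 fits without 1 library the camera p was at most 0.00737. The pattern cannot be told apart from liver RNA or a bias of GC content.

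A list of 11 macrophage genes followed Alb over the 10 libraries (r = 0.990, permutation p = 1e-05, the smallest that the permutations can give; Spearman's rho 0.976, p = 2e-05; adjusted p = 3e-05 and 6e-05). Without the 2 libraries farthest from the median of Alb r was 0.947. A candidate explanation is that these transcripts came with the liver RNA. Adgre1 and Ptprc, also named by the paper, had at most 112 and 83 counts in a library.

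The number of genes past the threshold with Alb as a covariate was 2, Ahrr and Slitrk5, against 3 without it. Without DMSO replicate 5, the library with the most liver transcripts, it was 4, so whether liver RNA limits the number of genes cannot be told from these fits. The ratio of Cyp1a2, an AHR target of the liver, to Alb was -7.07 ± 0.15 in DMSO and -7.16 ± 0.11 in FICZ on the log2 scale (SD, exact two-sided permutation p = 0.278). All libraries had between 2610 and 3816 counts of the Y-linked gene Ddx3y and at most 5 of Xist.

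Ptx3 was higher with FICZ in 5 of 5 pairs. Its log2 fold change was 0.42 with Alb as a covariate, against 0.68 without it. Alb was lower with FICZ in the group means and in 3 of the 5 pairs, where added liver RNA would not raise Ptx3. This does not hold for the 2 pairs in which Alb was higher, and the fit with Alb is no test of added liver RNA. The pattern cannot be told apart from other differences that follow Alb across the libraries. The log2 fold change was 0.74 with the replicate block after thinning all libraries to the depth of the smallest. The relation with GC content across genes had a rho of -0.0936. An early effect of FICZ on Ptx3 may be present as a hypothesis, with an adjusted p between 0.000709 and 1.00 depending on the test.

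A list of AHR target genes outside the paper's figures, fixed before the data were examined, had 17 tested genes. With the replicate block 5 passed the threshold over the list alone, Nqo1, Aldh3a1, Nfe2l2, Serpinb2 and Ereg. Of 10000 random lists of like expression 0 had as many (permutation p = 1e-04, the smallest that the lists can give). Without the block 1 passed, Nfe2l2 (permutation p = 0.04). In that fit 8 of the 17 genes were higher and 9 lower with FICZ, with a median log2 fold change of -0.0014. The list therefore did not rise as a whole. Cyp1a2 was among the lower genes (log2 fold change -1.11), and its ratio to Alb was alike in the groups. Liver RNA may therefore bear on this count. An effect of FICZ on some further AHR targets in these cells may be present, as a hypothesis.

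Exoc3 lies 2385 bases downstream of Ahrr. With FICZ, Ahrr gained 2.32 CPM per kb of exon and Exoc3 4.75, a ratio of 2.04. Transcription running on from Ahrr would add no more to Exoc3 than to Ahrr, so the ratio goes against it as the whole explanation. Exon counts do not show reads between the genes, and whether it contributes cannot be told.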
